# Multi-scale comparative transcriptome analysis reveals key genes and metabolic reprogramming processes associated with oil palm fruit abscission

**DOI:** 10.1186/s12870-021-02874-1

**Published:** 2021-02-11

**Authors:** Kim Fooyontphanich, Fabienne Morcillo, Thierry Joët, Stéphane Dussert, Julien Serret, Myriam Collin, Philippe Amblard, Sithichoke Tangphatsornruang, Peerapat Roongsattham, Chatchawan Jantasuriyarat, Jean-Luc Verdeil, Timothy J. Tranbarger

**Keywords:** Transcriptome, Fruit abscission, Abscission zone, Monocotyledon, Metabolic reprogramming, *Elaeis guineensis*

## Abstract

**Background:**

Fruit abscission depends on cell separation that occurs within specialized cell layers that constitute an abscission zone (AZ). To determine the mechanisms of fleshy fruit abscission of the monocot oil palm (*Elaeis guineensis* Jacq*.*) compared with other abscission systems, we performed multi-scale comparative transcriptome analyses on fruit targeting the developing primary AZ and adjacent tissues.

**Results:**

Combining between-tissue developmental comparisons with exogenous ethylene treatments, and naturally occurring abscission in the field, RNAseq analysis revealed a robust core set of 168 genes with differentially regulated expression, spatially associated with the ripe fruit AZ, and temporally restricted to the abscission timing. The expression of a set of candidate genes was validated by qRT-PCR in the fruit AZ of a natural oil palm variant with blocked fruit abscission, which provides evidence for their functions during abscission. Our results substantiate the conservation of gene function between dicot dry fruit dehiscence and monocot fleshy fruit abscission. The study also revealed major metabolic transitions occur in the AZ during abscission, including key senescence marker genes and transcriptional regulators, in addition to genes involved in nutrient recycling and reallocation, alternative routes for energy supply and adaptation to oxidative stress.

**Conclusions:**

The study provides the first reference transcriptome of a monocot fleshy fruit abscission zone and provides insight into the mechanisms underlying abscission by identifying key genes with functional roles and processes, including metabolic transitions, cell wall modifications, signalling, stress adaptations and transcriptional regulation, that occur during ripe fruit abscission of the monocot oil palm. The transcriptome data comprises an original reference and resource useful towards understanding the evolutionary basis of this fundamental plant process.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-021-02874-1.

## Background

Fruit abscission coordinates seed dispersal, which is essential for plant reproductive success. In an ecological setting, fruit that shed prematurely before seeds are fully developed, or too late during seasonal climate changes can jeopardize reproductive success of wild species. Fruit detachment mechanisms have also been a target of domestication, and a well-known domestication example is the non-abscising *jointless* mutant, which has been used to develop non-shedding tomato fruit cultivars [1]. This is also the case with cereals (rice, barley wheat, etc.) for which domestication has allowed the selection of varieties with non-shedding grains.

Indeed, fleshy fruit abscission is an important agronomic trait with widespread economic consequences [2]. Fruit bearing species with overly abundant immature fruit need to be thinned to obtain the optimal size and highest quality fruit. Crops with immature fruit that shed prematurely need to be inhibited to allow appropriate yields, while mature fruit that shed too soon need to be inhibited to facilitate harvest and avoid economic losses [3]. Whereas fruit abscission is conceptionally simple (i.e. the fruit separates from the plant and falls), the cell separation and regulatory mechanisms that allow fruit to be detached and shed involve highly spatially, temporally and environmentally regulated molecular and biochemical processes. Interactions between multiple signalling pathways that integrate the environment and the overall developmental and physiological status of the plant are necessary for fruit abscission to occur [4–9].

As with other plant organ abscission phenomenon, fruit abscission occurs through the function of a specialized tissue referred to as the abscission zone (AZ), located at the base of the organ to be shed, where breakdown of cell-to-cell adhesion occurs that results in cell separation and organ detachment [10]. The *jointless* tomato, which lacks a functional AZ, exemplifies the central role of the AZ for the abscission process [1]. Abscission zones can be classified into two general types based on their anatomy: 1) at the boundary region at the base of the organ to be shed and the neighbouring tissue, for example between a floral organ and the pedicel as observed in *Arabidopsis* or between the mesocarp and the pedicel as observed in oil palm fruit, and 2) within a tissue as observed in the pedicel of the tomato fruit or flower [2, 4]. While the differentiation of these two AZ types may be different, in both cases once the AZ develops at the base of the organ to be shed, they must acquire competence to respond to signals required for cell separation and organ abscission [4, 6, 11–14]. After the AZ becomes competent for separation to be induced, cellular activity, in particular the expansion of the golgi vesicles and activation of the endomembrane system with the release of hydrolytic enzymes to the apoplast, leads to the degradation of the middle lamella and ultimately cell separation, and the organ is shed [3, 15, 16].

Currently, the main model of monocot fleshy fruit abscission is from research on ripe fruit abscission of oil palm (*Elaeis guineensis*) of the palm family (Arecaceae). The oil palm fruit primary AZ is located at the junction between the mesocarp and the pedicel, and is a large multi-cell layer AZ, with minor adjacent AZs that separate later after separation in the primary AZ is complete [17, 18]. Common to organ abscission in many species, ethylene or its precursor 1-aminocyclopropane-l-carboxylic acid (ACC) promotes, while auxin inhibits, cell separation in the primary AZ of the oil palm fruit [19, 20]. Ethylene production is initiated in the apex of the ripe fruit mesocarp and progresses to the base of the mesocarp in a positive correlation to the percentage of separation that occurs in the primary AZ, which suggests ethylene may serve to link fruit ripening to fruit abscission [19]. The precise position of separation in the smaller adjacent AZs is determined by the age and ripeness of the fruit and depends upon completion of separation in the primary AZ [17]. In addition, while the vascular strands between the fruit base and the pedicel are continuous across the primary AZ, they are much less lignified and may facilitate organ removal [17].

The oil palm fruit primary AZ cells have high amounts of unmethylated pectin in the cell wall, in addition to increased polygalacturonase (PG) enzyme activity during abscission [21], which is also observed during fruit abscission of many species [22]. A further decrease in methylesterified homogalacturonan (HG), the most abundant pectin polymer, is detected particularly in AZ cells where cell separation occurs [23]. An oil palm fruit PG transcript (*EgPG4*) is abundant in the AZ in response to ethylene, and preferentially increased in the AZ cell layers prior to cell separation [20]. However, *EgPG4* is also expressed in the mesocarp during ripening and is not specific to the AZ, and may function to dismantle the pectin rich cell walls in both tissues [20, 24]. Based on these results, while both demethylesterification and hydrolysis of the pectin HG appear to be important for cell separation in the AZ, it is unclear what other mechanisms are involved for cell separation to occur in the oil palm multi-cell-layer primary AZ.

In the present study, we undertake a large-scale multifaceted analysis of the transcriptional activity in the oil palm ripe fruit AZ induced by ethylene. We compared this expression with that of the neighbouring pedicel tissue treated with ethylene where no cell separation is observed, and with the expression in the AZ of unripe fruit that do not abscise when treated with ethylene. Expression was then validated in ripe fruit undergoing natural abscission under field conditions. Finally, we took advantage of a palm with an unusual non-abscission phenotype to validate the expression and function of selected candidate genes in the AZs of ripe fruit that do not undergo abscission [25]. Our approach allows an integrated view of the transcriptional activities, cellular processes and specificities that underlie the fruit abscission process in this monocot species.

## Results

### Identification of AZ-specific ethylene-responsive genes during ripe fruit abscission using multi-scale comparative transcriptome analysis

As a first step to screen for genes involved in oil palm ripe fruit abscission, we examined the short-term gene expression response in the fruit AZ at 150 Days after pollination (DAP) to an exogenous ethylene treatment. 

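In the ethylene experiment, spikelets of a tenera clone were exposed to 10 μl/l ethylene, a gas that induces fruit shedding, for 3, 6 or 9 h, and untreated tissue (0 h) served as the control. No untreated tissue was sequenced at 3, 6 or 9 h, so ethylene cannot be told apart from the hours that passed. Changes described as after ethylene are differences from 0 h and hold both. Tissue with the AZ at the fruit base was taken at 150 DAP (AZ150) and at 30 DAP (AZ30), and the adjacent pedicel at 150 DAP (P150). The Methods give 30 DAP for the pedicel, and the Results and the labels of the libraries give 150 DAP. Each of the 12 combinations of tissue and time was sequenced as 1 library on the Roche 454 platform, so no difference in this experiment has a replicate check. The authors assembled the reads of all libraries together into 51804 contigs and deposited the number of reads of each library in each contig. The libraries hold 102611, 56408, 84788 and 127153 reads in contigs at 0, 3, 6 and 9 h in AZ150, 221123, 200221, 302391 and 41588 in P150, and 26560, 108374, 78309 and 214449 in AZ30. Supplementary Fig. 2A counts all reads of a library, singletons included, and gives 46048 for the smallest and 416935 for the largest library. The values here use the reads in contigs. Counts were divided by the library total and are given as reads per 100000 reads in contigs, where 1 read stands for 0.975 in AZ150 at 0 h and for 3.77 in AZ30 at 0 h. A contig with 10 reads in AZ150 at 0 h has 9.75 reads per 100000 (95% interval 4.67 to 17.9), and a count of 0 there allows up to 2.92. All intervals cover counting error only. A ratio to a count of 0 was taken against a floor of 3 reads in that library and is written as at least that fold. The floor allows for the count of 0 only, and the counting error of the other count is not included. Each treated library was compared with the 0 h library of its tissue by the Audic and Claverie test, which gives the probability of the counts of a contig in a pair of libraries if it had the same abundance in both. It compares those libraries, not the conditions. A contig was called where p was under 0.01 with no adjustment for the number of contigs. The Methods name a Bonferroni correction after this test, and every contig of Supplementary Table 1 at hand, which is a part of its 1957, is called without it.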

Transcriptome analysis was assessed every 3 h over a period of 12 h, while cell separation was already observed after 9 h of treatment (Fig. 1a). We identified 1957 differentially expressed genes (DEGs) during at least one time point of the ethylene treatment in the 150 DAP sample (AZ150) compared to the control (time 0 h AZ150; Fig. 2a; Supplementary Table 1). 

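After ethylene, contigs were called in both directions in the AZ of ripe fruit. Of the 51804 contigs, 1957 were called against 0 h, 1036 of them higher, 898 lower and 23 higher at one time and lower at another. The number went from 733 at 3 h (495 higher, 238 lower) to 853 at 6 h (501 higher, 352 lower) and 1306 at 9 h (563 higher, 743 lower), and the libraries grow in the same order. With all libraries thinned to 26560 reads there were 205 at 3 h (117 higher, 88 lower), 194 at 6 h (125 higher, 69 lower) and 287 at 9 h (168 higher, 119 lower). The split depends on scaling and threshold. It was 1275 higher and 666 lower with totals of all reads per library, 1097 and 761 with TMM scaling, edgeR's trimmed mean of ratios, 805 and 900 with the observed count in both tails of the test, and 268 and 165 with all libraries thinned. Among the named contigs with the largest ratios at 3 h, the sulfate transporter EgSULTR3;5 (LOC105043754) had no read at 0 h and 78 reads per 100000 at 3 h, at least 26.7-fold higher. A transporter of the proton-dependent oligopeptide family (CL1Contig2077) fell from 41.9 to 0 over the same 3 h. At 6 h, an asparagine synthetase similar to Arabidopsis ASN3 (CL1Contig1062) had risen from 0.975 to 87.3. By 9 h, a beta-1,3-endoglucanase (LOC105033964), of a family that hydrolyses callose and fungal glucans, had risen from 0.975 to 212, and a pathogenesis-related thaumatin-like protein (EgThaumatin PR, LOC105053636) from 2.92 to 417, or 143-fold (95% interval 48.5 to 694). With a Bonferroni correction over the contigs with a read in either library, 295 contigs remained called at an adjusted p under 0.01, 193 higher and 99 lower. In 20 simulated draws with no ethylene effect, counting error alone gave a median of 158 called contigs (140 to 184), and counting error plus a spread between libraries with a coefficient of variation of 0.494 gave 1826 (1742 to 1913). That spread was estimated by edgeR with the 3 treated libraries of a tissue taken as repeats, so it holds real differences between 3, 6 and 9 h as well. Against it, edgeR's quasi-likelihood test of treated against untreated AZ150 has 1 untreated library and little power. Of 200 simulated contigs it recovered 0 when they were changed 4-fold and 79 when changed 16-fold, so it cannot decide which contigs respond to ethylene.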

Hierarchical clustering analysis identified 4 clusters of DEGs with different sub-clusters A1-A7, B1-B6, C1-C7, D1-D10 (Supplementary Fig. 1). Cluster A includes genes with a continuous increase of expression under ethylene treatment, while cluster D gathers genes down-regulated by ethylene. 

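Of the 122 contigs that Supplementary Table 2 places in cluster A, 114 (93.4%) had their highest scaled count in AZ150 at 9 h and 40 (32.8%) were higher at every step from 0 to 9 h. EgGSH1 (LOC105044585), which encodes glutamate-cysteine ligase of glutathione synthesis, had 8.77, 78, 43.6 and 155 reads per 100000 at 0, 3, 6 and 9 h, a rise of 17.7-fold (95% interval 9.12 to 39.2) at 9 h. The osmotin-like EgOSM34 (LOC105033331) went from 0.975 at 0 h through 17.7 and 18.9 to 184, and rose by 189-fold (95% interval 33.6 to 7490). All 115 contigs of cluster D were called lower at one time or more, 84 with their highest scaled count at 0 h and 22 at 6 h. The aminotransferase EgTAT7 (LOC105051990) fell from 177 at 0 h to 2.36 at 9 h, and the linker histone EgHIS1-3 from 18.5 to no read at 3 h. The study chose these contigs for their response in the same libraries, so the shape of the clusters is not independent evidence of it.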

Genes belonging to clusters B and C display short-term responses to ethylene with maximal expression observed at 3 to 6 h respectively after initiation of exogenous ethylene application.

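In Supplementary Table 2, cluster B holds 92 contigs, of which 85 (92.4%) had their highest scaled count in AZ150 at 6 h, and cluster C holds 173, of which 146 (84.4%) had it at 3 h. The plastid DnaJ chaperone EgJ8 (LOC105038154) peaked at 6 h with 82.6 reads per 100000, from 11.7 at 0 h, a rise of 7.06-fold (95% interval 3.8 to 14.3). The methylcrotonyl-CoA carboxylase subunit EgMCCB reached 40.1 at 6 h, from 9.75. Early peaks were those of the auxin efflux carrier-like EgPILS6 (LOC105046029), with no read at 0 h, 53.2 at 3 h and none at 6 h, and of the telomere repeat-binding-like EgTRFL2 (LOC105044389), which went from 3.90 to 31.9 at 3 h and stood at 10.2 at 9 h. The AZ150 library at 3 h is the smallest of its tissue, with 1.77 reads per 100000 for each read.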

**Fig. 1:**
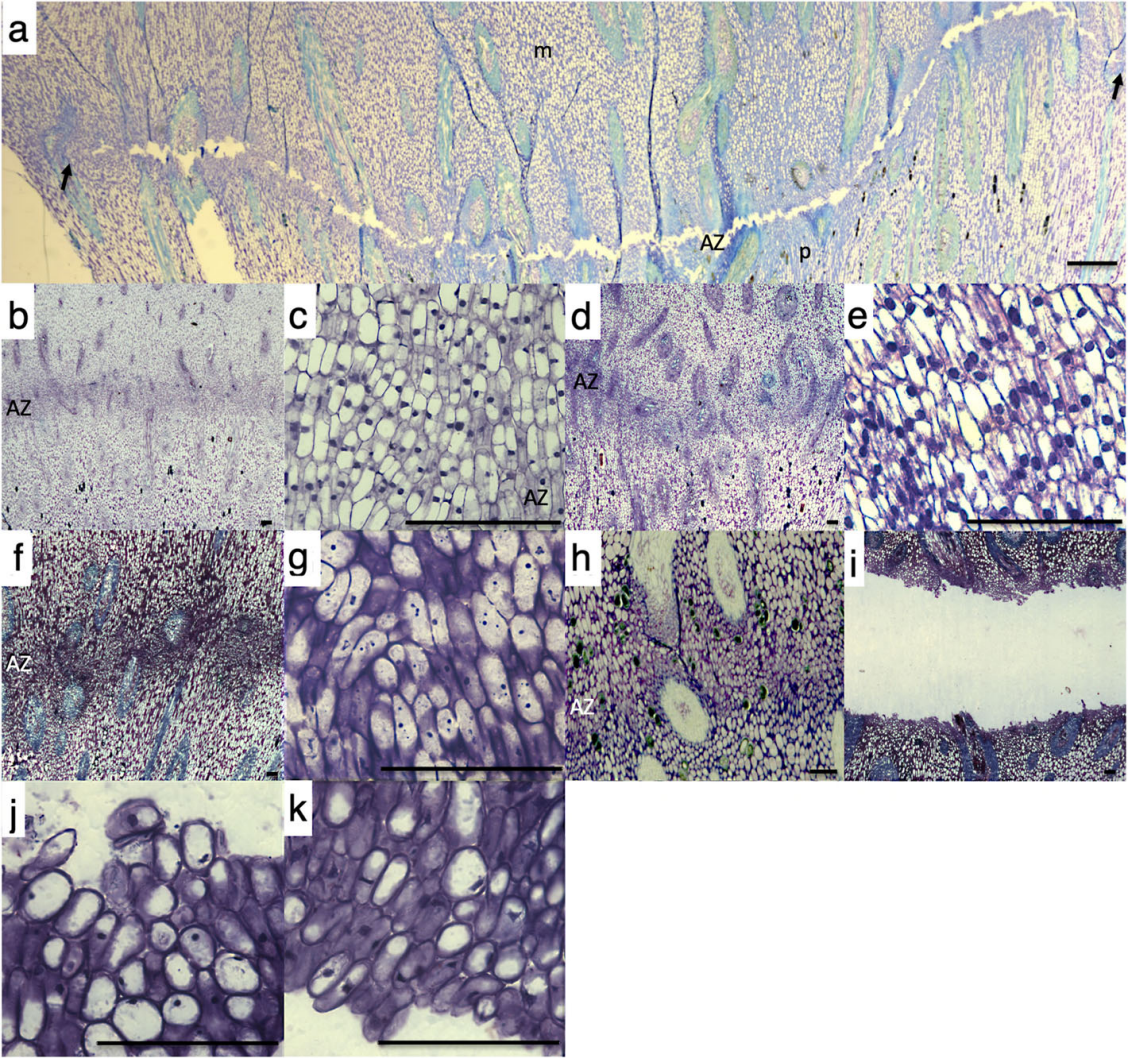
Comparison of the abscission zone, mesocarp and pedicel tissues at the base of the oil palm fruit in response to ethylene and during natural abscission in the field. The mesocarp (m) is above and the pedicel (p) is below the abscission zone (AZ) in all photos. **a** cell separation occurs in the ripe fruit (150 DAP) primary AZ after 9 h of ethylene treatment, but only to a limited extent in the adjacent AZs which are difficult to discern (black arrows). **b** and **c** no cell separation is observed in the tissues (pedicel, mesocarp and AZ), at the base of 30 DAP fruit in the field, or treated with ethylene for 9 h (**d** and **e**). **c** and **e**, Higher magnification view of AZ from 30 DAP fruit in the field and treated with ethylene for 9 h respectively. **f** and **g** No cell separation is observed in the tissues (pedicel, mesocarp and AZ) at the base of 120 DAP fruit in the field. **h** 160 DAP AZ prior to cell separation and after cell separation (**i**) that occurred during natural abscission in the field. **j** Higher magnification view of 160 DAP fruit AZ cells separated on pedicel and on the mesocarp side (**k**) of AZ that underwent natural abscission in the field. Scale bars are 100 μm

**Fig. 2:**
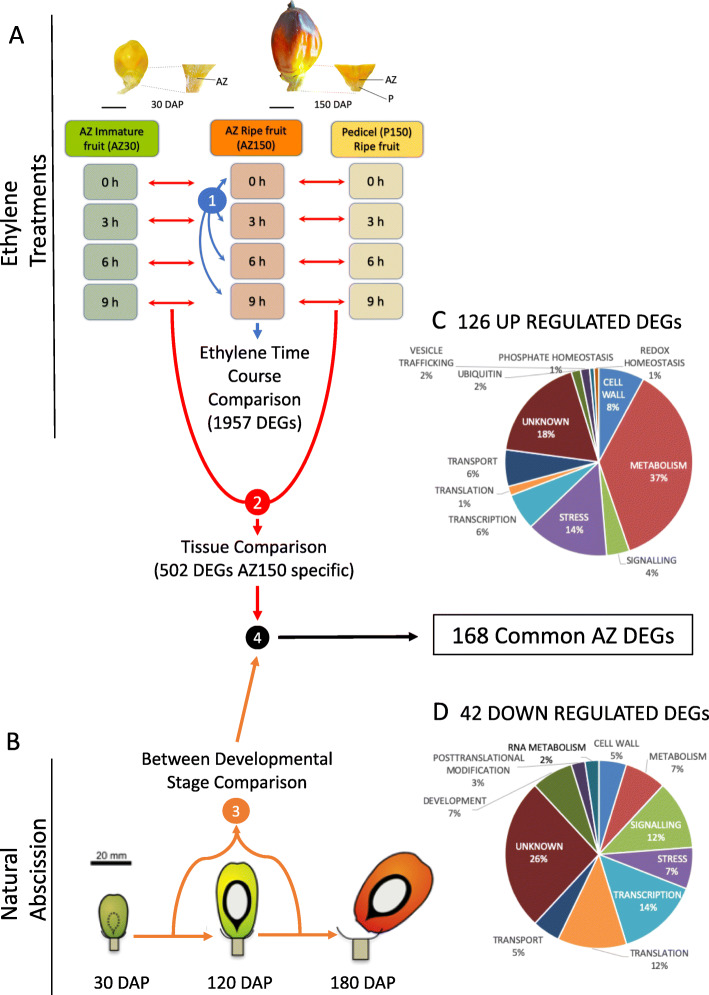
A multi-scale comparative transcriptome analysis approach was used to screen for genes activated or repressed in the ripe fruit AZ during abscission. **a** We first used ethylene to induce abscission in ripe fruit, and compared the expression profiles of the ripe fruit AZ (AZ150) with that of adjacent pedicel tissue (P150) and immature fruit AZ (AZ30), in which no cell separation occurs under ethylene treatments. To screen for preferential ripe fruit AZ expression, differential expression in the AZ150 was first identified (blue arrows, screen step 1), then DEGs with similar profiles in the AZ30 and P150 were eliminated (red arrows, screen step 2). Candidate DEGs were retained when there was a statistical difference between their expression in the AZ150 DAP samples compared with the P150 DAP and AZ30 DAP for at least one time point (0 h, 3 h, 6 h or 9 h). **b** A transcriptome developmental time course (30, 120 and 160 DAP) of the AZ from fruit during natural abscission was then obtained (step 3) to provide a comparison with the DEGs found in the AZ during ethylene induced abscission (screen step 4) that resulted in the identification of 168 DEGs common to both ethylene induced and natural abscission (black arrow). **c** From these DEGs, 126 were up regulated and (**d**) 42 were down regulated in the AZ during abscission in both contexts

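Contigs were also called in the pedicel of ripe fruit and the AZ of immature fruit. Against the 0 h library of the same tissue there were 4050 in P150 (2069 higher, 1886 lower, 95 both ways) and 2242 in AZ30 (325 higher, 1912 lower, 5 both ways). TMM scaling turned the split in AZ30 to 1276 higher and 518 lower. An ACC oxidase, which catalyses the last step of ethylene synthesis and resembles the Arabidopsis ethylene-forming enzyme (CL1Contig2645), had 1.36, 88.9, 186 and 265 reads per 100000 in P150 at 0, 3, 6 and 9 h and 37.6, 107, 43.4 and 279 in AZ30. A basic chitinase (CL1Contig10109) rose to 488 at 9 h in P150 and 1528 in AZ30, from 2.26 and 0 at 0 h, and stood at 1235 in AZ150. The expansin-like EXLB2 (CL1Contig8178) reached 628 in P150 and 308 in AZ150. An alpha carbonic anhydrase (CL1Contig9771) reached 596 in AZ30 at 9 h. The P150 libraries at 0, 3 and 6 h are deeper than every AZ150 library, and that at 9 h is shallower. With all 12 libraries thinned to 26560 reads the calls numbered 438 in AZ150, 414 in P150 and 532 in AZ30. At 9 h, 233 of the 563 contigs called higher in AZ150 were also called higher in P150 (13.6 if the lists were independent) and 134 in AZ30 (3.53 if independent). The numbers for independent lists count every contig with a read, many with too few reads to be called, and are therefore too low.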

As a second step to screen the 1957 DEGs for AZ specific expression, we compared the short-term response of AZ150 to exogenous ethylene with those from the AZ from immature fruit at 30 DAP (AZ30; Fig. 1b-e) and the pedicel from ripe fruit (P150; Fig. 1a) samples (also treated with ethylene at same time intervals) at each ethylene treatment time point (Fig. 2a). From this analysis, a total of 502 DEG candidates were retained based on their higher or lower expression level in AZ150 compared to that observed in both AZ30 and P150 (Supplementary Table 2).

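Averaged over the 4 times, a pair of genes of the cell wall lay higher in AZ150 than in the pedicel: EgPG4, a polygalacturonase that degrades pectin, with 129 reads per 100000 over the 4 libraries and no read in P150 (adjusted p = 1.72e-20, edgeR), and EgPGAZ1, another polygalacturonase, with 84.7 in AZ150 and 0.392 in P150 (adjusted p = 9.04e-14, edgeR). At 0 h, AZ150 held 2 reads of EgPG4 and none of EgPGAZ1. A SEPALLATA3-like MADS-box factor (CL1Contig22894) had 67.9 in AZ150 and no read in P150 (adjusted p = 4.27e-23, edgeR). From AZ30, AZ150 differed in EgOSM34, with 70.4 against 0.234 (adjusted p = 2.06e-12, edgeR), and in the bHLH factor EgCIB1, with 26.7 against no read (adjusted p = 7.2e-11, edgeR), while EgTAT7 lay -3.20 from AZ30 on the log2 scale (adjusted p = 7.52e-07, edgeR). At single times, a contig was counted as apart where it had been called against 0 h at that time and differed from both P150 and AZ30 in 1 direction, each at p under 0.05 in the Audic and Claverie test. This gave 479 contigs, 372 higher in AZ150, 106 lower and 1 both ways, and 400 of them are among the 502 of Supplementary Table 2. By time there were 224 at 3 h (198 higher), 175 at 6 h (159 higher) and 207 at 9 h (139 higher), where independent differences from P150 and AZ30 would give 126.5, 122.9 and 86.4. Both comparisons use the same AZ150 library, so part of the excess may come from it. Simulated libraries drawn from a common profile gave a median of 30 such contigs with counting error alone and 617.5 with the spread estimated by edgeR. In them neither tissue nor time makes a difference, so they leave out tissue differences as well as any ethylene effect. The edgeR test treated the 4 times of a tissue as repeats, with the time as a covariate, over 10762 contigs with at least 3 reads in at least 4 libraries. It called 72 contigs against P150 (67 higher in AZ150, 5 lower) and 478 against AZ30 (255 higher, 223 lower). Leaving out 1 time gave as few as 33 against P150 (without 9 h; 38 without 3 h) and 225 against AZ30 (without 6 h; 227 without 3 h), and the balance against AZ30 turned with library totals (283 higher, 306 lower) and with a filter of at least 1 read in 4 libraries (152 and 161).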

As a third step to screen for AZ genes involved in abscission, we analysed gene expression in the AZ of ripe fruit undergoing natural abscission in the field and aimed at finding genes with similar expression profiles between ethylene induced and natural abscission in the field (Fig. 2b). 

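For natural abscission, AZ tissue of field-grown fruit was sequenced by Illumina as 1 library at each of 30, 120 and 160 DAP, so these values have no replicate check either. The authors trimmed the reads with Cutadapt, mapped them with BWA-MEM to the predicted transcripts of the oil palm genome, counted them with Samtools and deposited the counts scaled to transcript length and library size (RPKM). The column titles call the values read counts, but they are not whole numbers, and the number of reads behind them is not known, so no counting interval is given. Each library lists 44360 transcripts, with an RPKM above 0 for 42164 at 30 DAP, 41682 at 120 DAP and 39599 at 160 DAP. The sum of RPKM was 620924.5 at 30 DAP, 663215.9 at 120 DAP and 691948.9 at 160 DAP, and the 10 most abundant transcripts made up 4.13%, 5.73% and 13.5% of it. Transcripts of a locus were summed, which left 39447 genes or single transcripts. A gene was counted as higher or lower where RPKM plus 0.1 differed at least 2-fold and RPKM was at least 1 in either library. On that scale, ratios of genes with low values are understated. At 160 DAP, 3902 genes were higher and 12413 lower than at 30 DAP, and 2210 were higher and 7210 lower than at 120 DAP. When the libraries were rescaled by the median ratio over genes present in all of them, log2 ratios of 160 to 30 DAP moved up by 0.435 and those of 160 to 120 DAP by 0.438, less for genes with low values because of the 0.1, and the counts became 5552 higher and 9608 lower than at 30 DAP, and 3707 higher and 4314 lower than at 120 DAP.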

The study was conducted with samples from the AZ collected in the field at 30 DAP (Fig. 1b and c), 120 DAP (Fig. 1 f and g), during which time no abscission was observed, and 160 DAP (h-k) collected from a fruit bunch where abscission was observed (Fig. 1 f-k). A physical pull test revealed that none of the fruit from the 120 DAP spikelet could be removed when pulled, while the fruit from the lower (65%) and upper portion (92%) of the 160 DAP spikelet were easily removed and the fruit separated along the primary AZ (Fig. 3a, b and c). In addition, tissue samples were taken and confirmed that separation only took place in the AZ from fruit at 160 DAP spikelets, while no separation is observed in the AZ at 30 or 120 DAP (Fig. 1b, c, f, g, i-k).

**Fig. 3:**
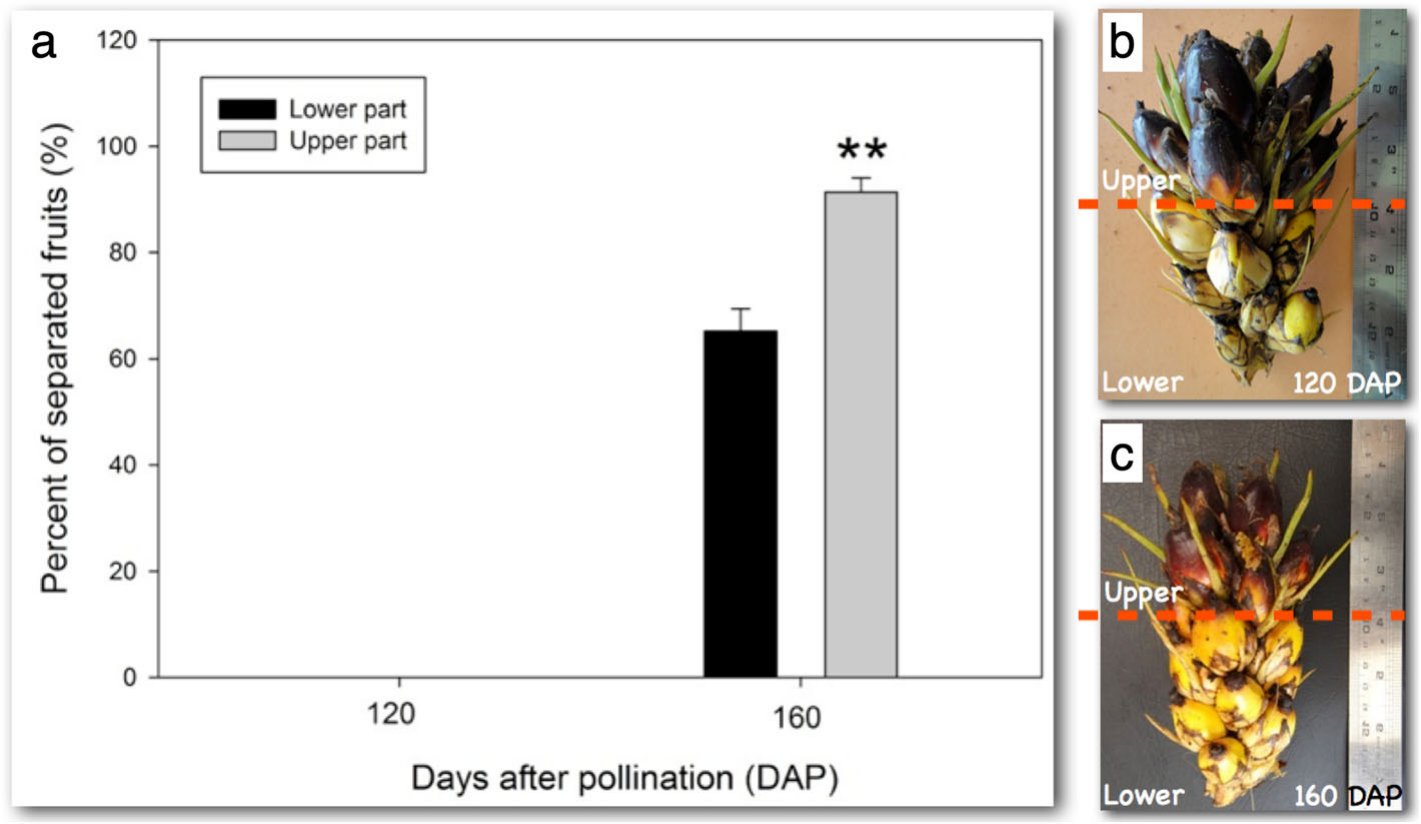
Only ripe fruit in the field undergo natural abscission and ripening is unsynchronized within the spiketlet. **a** A test for loose fruit was performed to compare developing (**b**, 120 DAP) and ripe fruit (**c**, 160 DAP) in the field. The fruit on the spikelets were tested for looseness by pulling on the individual fruit. No loose fruit were found at 120 DAP, while loosened fruit were found at 160 DAP. While no difference was found within the spikelet for fruit at 120 DAP, the fruit from the upper half of the ripe fruit spikelet at 160 DAP separated more than the lower half. The expression profiles of the DEGs candidates was performed with the AZ from the fruit at 120 DAP when no loosening was observed and compared with the AZ from fruit where loosening was observed (160 DAP)

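Of the 360 contigs with a field value that Supplementary Table 2 places higher in AZ150 than in the other tissues, 193 were at least 2-fold higher at 160 DAP, when field fruit shed, than at 30 DAP. EgPG4 went from 4.83 RPKM at 30 DAP to 35.9 at 120 DAP and 1938 at 160 DAP, and EgLAC7, a laccase that polymerizes lignin, from 1.22 to 30.8 and 1267. EgADH1, an alcohol dehydrogenase of fermentation, had 34.1, 416 and 1922 RPKM at the 3 ages. On the other side, the ethylene response factor EgERF18 went from 1091 at 30 DAP to 82.1 at 160 DAP and the auxin-responsive repressor EgIAA27 from 309 to 14.3. Of the 502 contigs of Supplementary Table 2, 458 had a field value, and 332 of these (72.5%, Wilson 95% interval 68.2 to 76.4) lay on the same side of 30 DAP at 160 DAP as AZ150 lay of the other tissues. Among 10000 random lists matched on mean RPKM the median share was 44.5% and the highest 53.7%. The contigs were chosen as different between AZ150 and AZ30, which is itself a contrast of fruit age. Age alone could therefore raise the share above that of random lists, and the interval takes contigs as independent. Set against 120 DAP the same share was 54.6%, with a median of 37.5% and a highest value of 46.3% among random lists. There the members placed higher in AZ150 lay on the same side in 49.2% (random median 28.1%), while those placed lower did so in 74.5%, close to the random median of 72.5% (percentile 59.66). Of the 168 genes of Supplementary Table 3, 126 were called higher and 40 lower in AZ150 against 0 h, and EgADH1 and EgZAT10 were called both ways. With a field value for 159 of them, 158 lay on the same side of 30 DAP at 160 DAP as AZ150 lay of the other tissues, 149 at least 2-fold, and 88 at least 2-fold at 160 against 120 DAP. The study chose these genes on the same libraries, so this is not independent evidence of their direction. Adjusted over the contigs by Benjamini-Hochberg, 127 of the 168 calls in AZ150 remained and 41 were lost, and with Bonferroni 70 remained. In edgeR, 25 of 163 tested genes of this list were called against P150, all higher in AZ150, and 67 against AZ30, 61 of them higher. The paper describes the profiles of these genes as comparable in ethylene-induced and natural abscission and keeps them for its analysis of abscission. It calls them a robust core set.

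**Figure D1:**
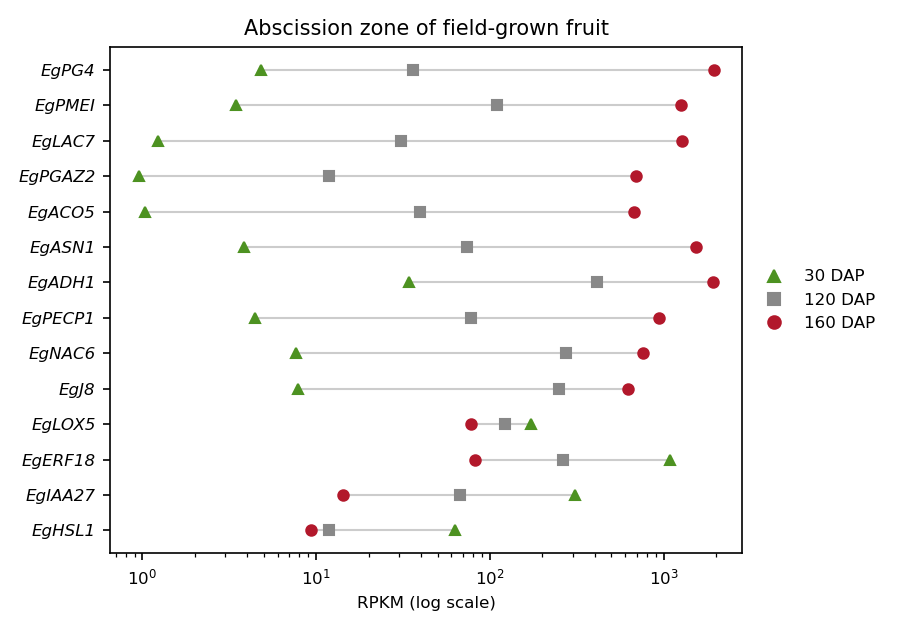
RPKM on a log scale (horizontal axis) of 14 genes (vertical axis) in the AZ of field-grown fruit, with 1 library at each age: triangles 30 DAP, squares 120 DAP, circles 160 DAP. From EgPG4 to EgJ8 the value at 160 DAP is the highest of the 3, and for EgLOX5, EgERF18, EgIAA27 and EgHSL1 it is the lowest.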

A total of 168 DEGs were found to have expression profiles comparable during both ethylene induced and natural field abscission, including 126 up-regulated and 42 down-regulated genes in the AZ during abscission, and were retained for further analysis of processes and genes associated with abscission (Fig. 2c and d; Supplementary Table 3). Among the 168 DEGs, 34 had unknown annotations, while 134 candidate genes were assigned putative functions, and the most-represented functional classes included metabolism (49), followed by stress (21), transcription (14), cell wall (12) and signalling (10).

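By the function classes of Supplementary Table 3, the metabolism genes form the largest class with 48 genes. The table places 46 of them higher in AZ150 than in the other tissues, and of the 45 with a field value 42 were at least 2-fold higher and 2 at least 2-fold lower at 160 than at 30 DAP, with a median log2 ratio of 3.72. Of the 12 cell wall genes, 10 were higher in AZ150, and of the 10 with a field value 9 were at least 2-fold higher at 160 DAP (median 7.77). Of the 21 stress genes, 18 were at least 2-fold higher and 3 at least 2-fold lower in the field (median 2.68). One of them, the thaumatin-like EgThaumatin PR, reached 17185.6 RPKM at 160 DAP from 3.51 at 30 DAP. The 14 transcription genes and the 10 signalling genes went both ways. In the field 8 transcription genes were higher and 5 lower, and 5 signalling genes were higher and 5 lower. The 7 translation genes were mostly lower in AZ150 (5) and in the field (5, median -1.35), for example the ribosomal protein gene EgRPS5B with 286, 268 and 98.7 RPKM at 30, 120 and 160 DAP. Of the 34 genes of unknown function, 32 had a field value, 19 of them at least 2-fold higher and 7 at least 2-fold lower. These classes were chosen on the same libraries and are not independent evidence of a direction.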

### Validation of abscission-related genes through a gene expression survey in the AZ of a non-shedding oil palm variant

To provide validation for functional roles of the 168 candidate genes identified to be involved in the abscission process, the expression profiles of a selected subset (23) were examined in the AZ of an individual oil palm (MTC180), previously shown to not shed its fruit [25]. While the AZ of the ripe fruit from MTC180 are differentiated with similar cellular characteristics as with individuals that shed their ripe fruit normally, MTC180 fruit remain on the trees and no natural abscission in the field was observed (Fig. 4 [25];). Our hypothesis was that the non-shedding character of this individual is due to perturbations in the gene expression network required for abscission to occur. We predicted that genes important for abscission would have the altered expression profiles in the non-shedding (MTC180) fruit AZ, compared with those observed in the AZ during natural abscission, and in response to ethylene induced abscission. A qRT-PCR analysis of AZ samples from normally ripening and shedding fruit, in comparison with the AZ from fruit that remain attached and are not shed was performed. 

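Of the 23 genes taken to qRT-PCR, 19 were called higher and 4 lower in AZ150 after ethylene, and in the field 19 were at least 2-fold higher and 4 at least 2-fold lower at 160 than at 30 DAP. The study chose them for these profiles. EgHMG2 (LOC105036971), a hydroxymethylglutaryl-CoA reductase of isoprenoid synthesis, had no read in AZ150 at 0 h and 31.5 reads per 100000 at 9 h, at least 10.8-fold higher, and went from 12.6 to 174 RPKM in the field. EgATL3 (LOC105054001), an acyl-lipid thioesterase, rose by 5.65-fold (95% interval 1.3 to 51.2), a call that is lost with Benjamini-Hochberg adjustment, and went from 3.60 to 61.9 RPKM. The bHLH factor EgCIB1 (LOC105058752) had 2.92, 17.7, 41.3 and 40.1 reads per 100000 in AZ150 and no read in AZ30 at any time, and 3.53, 105 and 121 RPKM in the field. EgSULTR3;5 stood at 0.842, 43.9 and 300.4 RPKM at 30, 120 and 160 DAP. The stress-related EgYLS9, abundant before ethylene with 70.2 reads per 100000, rose by 2.96-fold (95% interval 2.27 to 3.9), and went from 829 to 3532 RPKM. EgHIS1-3 was among the 4 lower genes, with 323 RPKM at 30 DAP and 28.5 at 160 DAP.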

The candidates selected all had comparable expression during both ethylene induced abscission and natural fruit abscission in the field, and had a range of annotations, including those related to the cell wall, metabolism, signal transduction, transcriptional regulation, stress, transport, auxin transport and response, redox homeostasis, and one unknown. From the 23 candidates selected, 17 of the candidates (72%) had expression profiles in the AZ of non-shedding fruit that matched our predictions, i.e. altered expression profiles in the non-shedding fruit AZ compared to those observed during ethylene induced and natural abscission (Fig. 5; Supplementary Table 5). It should be noted that all the cell wall related transcript profiles matched our predictions, including those that encode PG4 and PGAZ1, PGAZ2, PMEI-like, Thaumatin-like, LAC7 and beta xylosidase. The transcripts for these proteins were detected at very low amounts in the non-shedding AZ compared with their amount found in AZ during the ethylene induced and natural abscission. Three of the four metabolic gene expression profiles also matched our predictions, including transcripts encoding Hydroxy-methylglutaryl-coenzyme A reductase, Acyl-lipid thioesterase 3 (ALT3) and Beta-ureidopropionase. Two transcription factor transcripts encoding a BZIP and bHLH, were down regulated in the non-shedding AZ, while the transcript for EgERF105 was relatively high in the non-shedding AZ compared to during ethylene induced and natural abscission. Finally, two transcripts encoding signal transduction components including a serine/threonine protein kinase and HSL1, (HAESA-like leucine-rich repeat receptor kinase1), were detected in lower amounts in the non-shedding AZ. Such a high level of congruence further strengthens the potential roles that the 168 candidate genes play in the AZ during the abscission process.

**Fig. 4:**
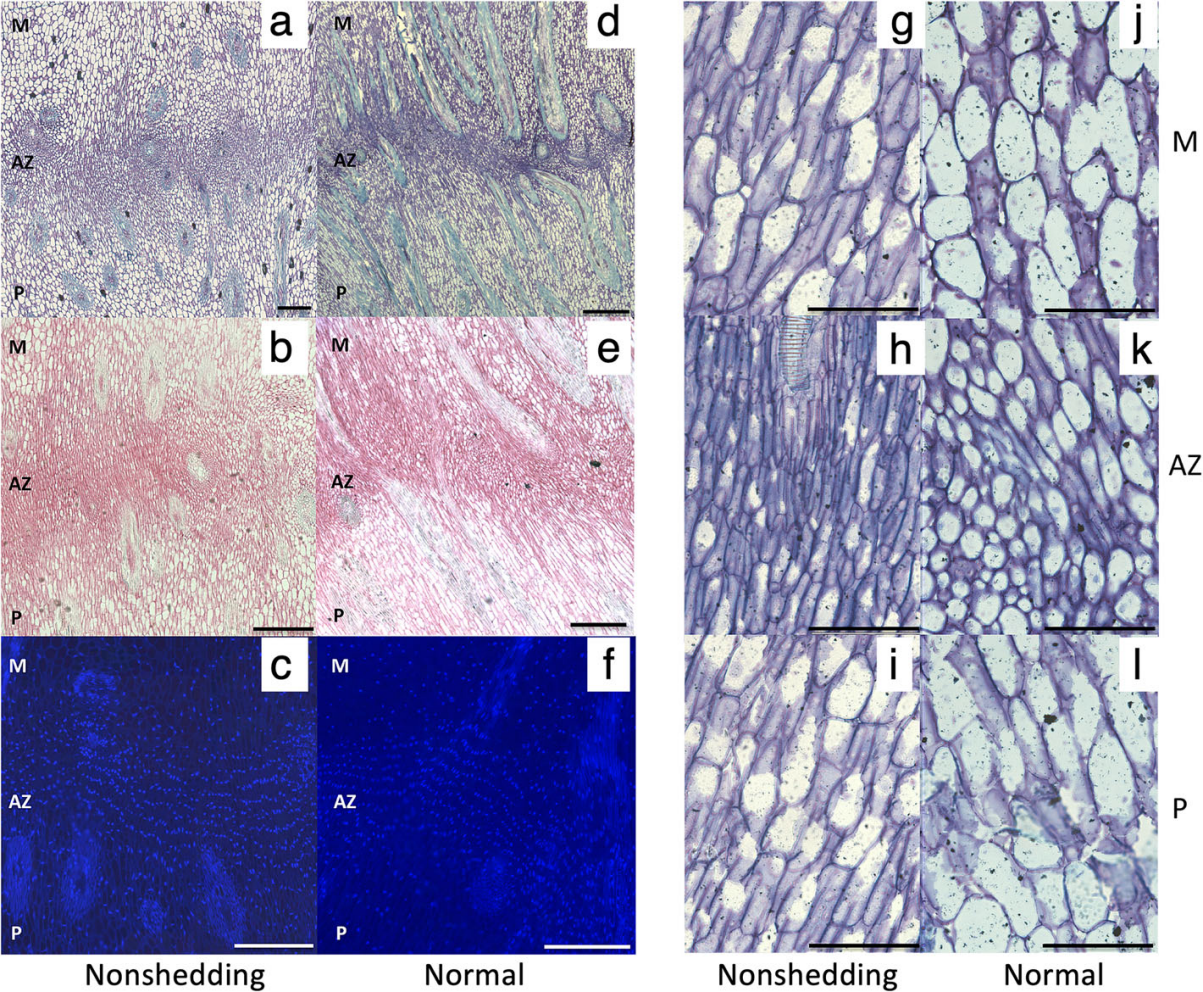
No abnormalities are observed in the non-shedding MTC180 AZ that has characteristics of a functional AZ. A comparison of the fruit AZ of the non-shedding individual MTC180 **(a-c)** with that of a normal functional AZ in ripe fruit at 160 DAP **(d-f)** reveals fully differentiated AZ cell characteristics including aligned nuclei and small cytoplasmically dense cells, and no apparent abnormalities in the non-shedding AZ. Longitudinal sections were stained with toluidine blue (**a, d, g-l**), ruthenium red (**b and e**) and DAPI (**c** and **f**). M, mesocarp; AZ, abscission zone; P, pedicel; Scales bars are 100 μm **(a-f)** and 50 μm for **(g-l)**

**Fig. 5:**
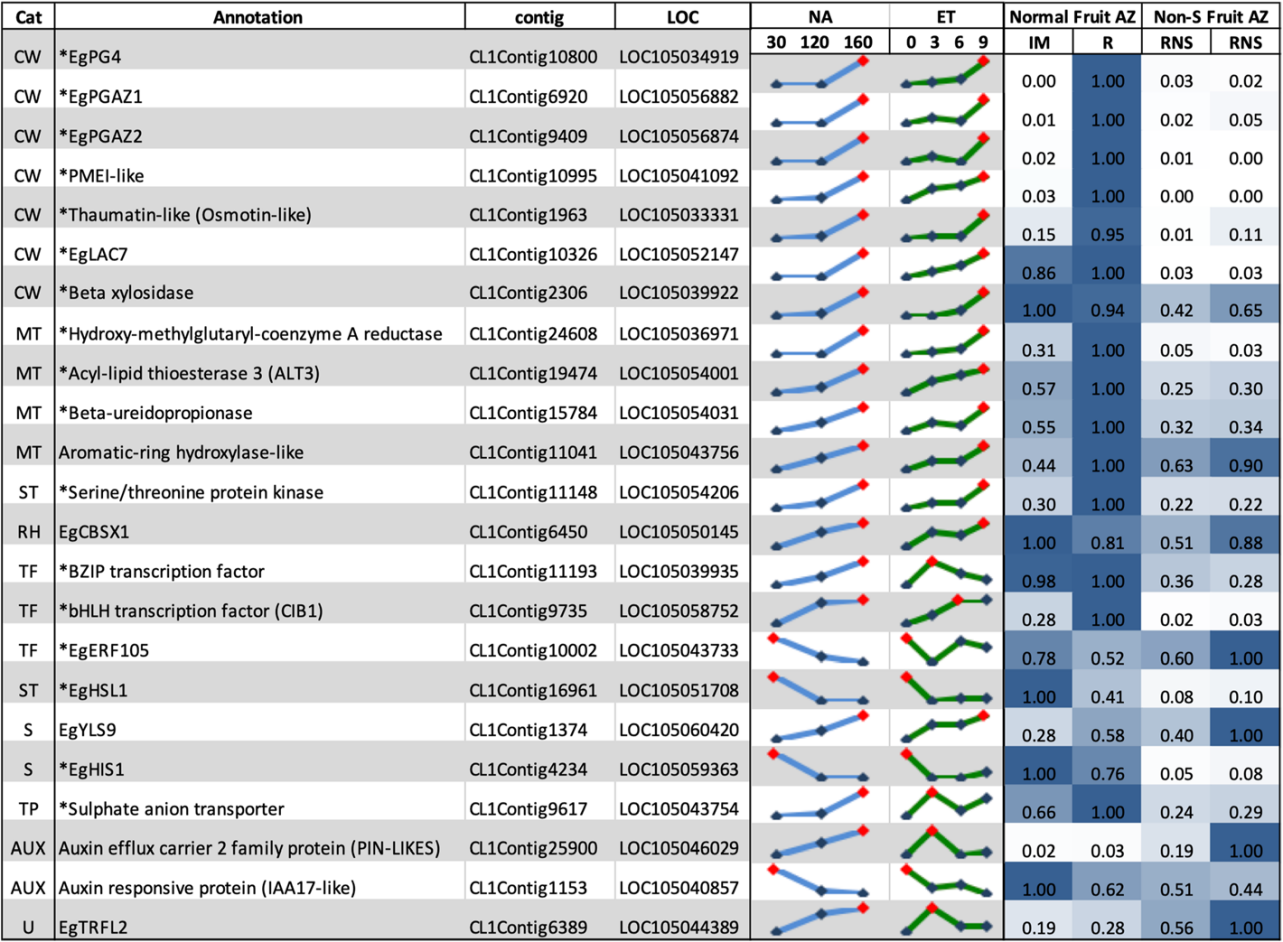
A comparison of the expression profiles of selected gene candidates in the AZ during ethylene induced abscission (ET), natural abscission (NA) that occurs in the field and in the AZ fruit that remain attached to the fruit bunch and are not shed (Non-S). The NA column includes samples from 30, 120 and 160 DAP. The ET column includes profiles of statistically significant candidates expressed preferentially in the AZ during ethylene induced abscission (0, 3 h, 6 h and 9 h of treatment). Expression profiles of many candidates in the AZ during ethylene induced and natural abscission (column ET and NA) are opposite to that found in the non-shedding fruit AZ. Normal backcross (IM and R) eventually shed their fruit, while the non-shedding backcross (RNS columns) do not. Results of the expression profile from qPCR shown by the heat map with the highest peak of expression calculated as 1. CW, Cell Wall; MT, Metabolism; TF, Transcription Factor; AUX, auxin related; TP, Membrane Transport; ST, Signal Transduction. IM, Immature Fruit; R, Ripe fruit; RNS, Ripe Non-Shedding fruit)

### AZ-specific genes expressed during ethylene induced and naturally ripe fruit abscission include genes involved in cell wall modification and degradation, as well as organ separation

Among the 134 annotated gene candidates, 12 genes encode proteins directly involved in the synthesis, modification or degradation of cell wall polysaccharides (Supplementary Table 3). Quite noticeably, half of them encode proteins related to pectin modification and degradation (EgPG4, EgPGAZ1, EgPGAZ2, EgPMEI, EgBXL2, EgLRX4). 

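Genes that act on pectin rose in AZ150 from no read or 2 reads at 0 h. EgPG4 (LOC105034919) had 1.95, 39, 66.0 and 312 reads per 100000 at 0, 3, 6 and 9 h, a rise of 160-fold (95% interval 44.1 to 1330), and no read in P150 at any time. EgPGAZ1 (LOC105056882) had 0, 49.6, 28.3 and 206 and was at least 70.5-fold higher at 9 h, and EgPGAZ2 (LOC105056874) had 0, 7.09, 0 and 32.2 and was at least 11-fold higher. EgPMEI (LOC105041092), annotated as a pectinesterase and its inhibitor, rose at least 48.2-fold, and EgBXL2 (LOC105039922), a beta-xylosidase, went through 3.55 and 22.4 to 74.7, at least 25.6-fold higher than at 0 h. EgBXL2 also stood at 72.1 in P150 and 20.5 in AZ30 at 9 h. EgLRX4 (CL1Contig14135), a leucine-rich repeat extensin of the wall, went the other way, from 18.5 at 0 h to no read at 3 and 6 h, at least 3.48-fold lower. In the field, EgPGAZ1 went from 0.616 to 201 RPKM between 30 and 160 DAP and EgPGAZ2 from 0.954 to 697, ratios of 327 and 730. EgLRX4 has no field value here. The list of pectin genes held 4 genes with a field value, all at least 2-fold higher at 160 DAP, with a median log2 ratio of 8.54. All 4 are in Supplementary Table 3, which the study chose for its field profiles, so this restates that choice.

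**Figure D2:**
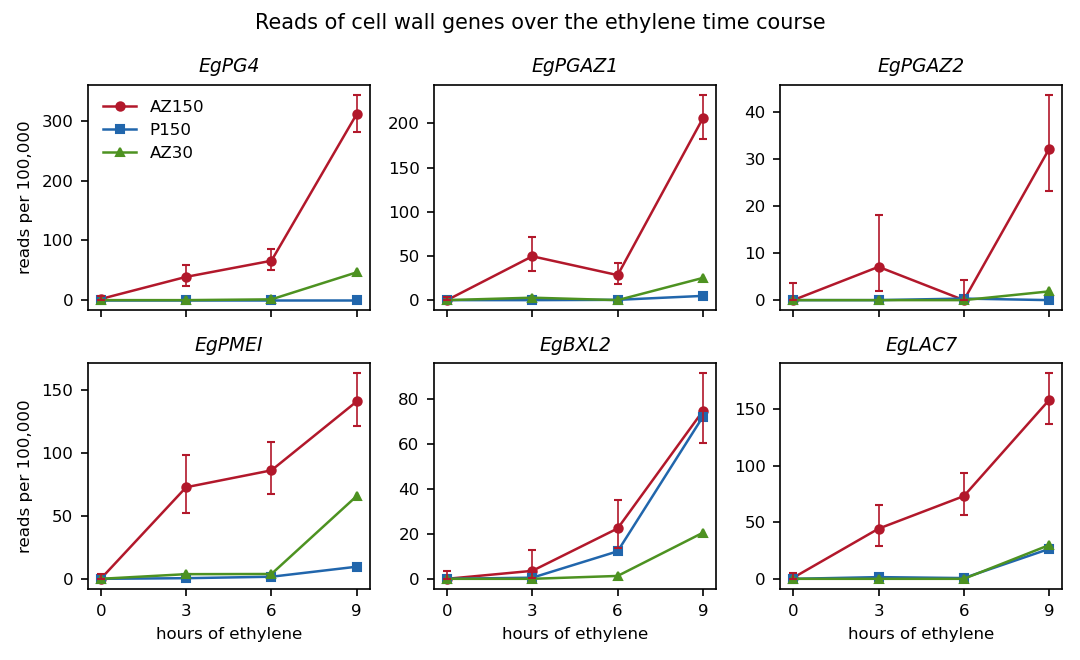
Reads per 100000 reads in contigs (vertical axes, each panel with its own scale from 0) against hours of ethylene (horizontal axes) for EgPG4, EgPGAZ1, EgPGAZ2, EgPMEI, EgBXL2 and EgLAC7 in AZ150, P150 and AZ30, with 1 library per point. Error bars on AZ150 are 95% counting intervals. AZ150 is highest at 9 h in every panel, and EgPG4 stays at 0 in P150.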

Among those, *EgPG4* was previously found to be highly expressed in ripe fruit undergoing natural abscission [20]. The others relate to xyloglucan and mannan degradation (EgBGLC1 and EgMAN7, respectively), phenylpropanoid and lignin biosynthesis (EgLAC7, EgC4H/CYP73A5/REF3), callose biosynthesis (EgGSL1) and cell wall acidification (EgHA2). 

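The glucosidase EgBGLC1 (CL1Contig8124) had 3.90, 16.0, 36.6 and 69.99 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 18-fold (95% interval 6.77 to 67.3), and 26.4, 45.2, 19.1 and 83.5 in AZ30. It has no field value here. EgMAN7 (LOC105040138), an endo-mannanase, had no read at 0 h and 10.2 at 9 h, at least 3.5-fold higher, and did not stand apart from both P150 and AZ30 at a time at which it was called. Its field values went from 0.428 to 88.8 RPKM. EgC4H (LOC105050451), the cinnamate 4-hydroxylase of the phenylpropanoid pathway, rose by 3.38-fold (95% interval 1.7 to 7) and had 11.1, 179.7 and 480 RPKM at 30, 120 and 160 DAP. The plasma membrane proton pump EgHA2 (LOC105039662) had 63.4, 167, 66.0 and 201 reads per 100000 in AZ150, a rise of 3.18-fold (95% interval 2.41 to 4.24), and 38.4, 116 and 299 RPKM. EgGSL1 (LOC105043622), a callose synthase, fell from 7.80 at 0 h to 0.786 at 9 h, which is 8 reads against 1. This call is lost with Benjamini-Hochberg adjustment, with Fisher's exact test and with TMM scaling. Its field values were 11.9, 9.14 and 5.96 RPKM.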

Other annotation categories had additional candidates closely linked to the cell wall, including A cystathionine beta-synthase (CBS) family protein CBSX-2, a key redox sensor that directly regulates the activation of thioredoxins and regulate enzymes involved in lignin polymerization and cell wall thickening during anther dehiscence in Arabidopsis [26, 27], in addition to the synthesis of cell wall precursors (EgMIPS2) and the synthesis of cell wall bound ferulic acid (EgREF1), which may contribute to the different levels of ferulic acid content between dicotyledon and monocotyledon plants [28].

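EgCBSX1 (LOC105050145), a cystathionine beta-synthase domain protein that regulates thioredoxins, had 1 read in AZ150 at 0 h and 28.4, 22.4 and 42.5 reads per 100000 at 3, 6 and 9 h, a rise of 43.6-fold (95% interval 7.5 to 1750). Its field values were 7.58, 143 and 245 RPKM at 30, 120 and 160 DAP. EgMIPS2 (LOC105032996), a myo-inositol phosphate synthase, had no read at 0 h and 26.7 at 9 h, at least 9.15-fold higher. It stood at 7.35 RPKM at 30 DAP and 5.20 at 120 DAP and reached 81.8 at 160 DAP. EgREF1 (CL1Contig23328), an aldehyde dehydrogenase of ferulic acid synthesis, had 3.90, 14.2, 24.8 and 17.3 reads per 100000 in AZ150, a rise of 6.35-fold (95% interval 2.14 to 25.5), and has no field value here. Over the time course, AZ150 lay above AZ30 in EgCBSX1 (adjusted p = 0.000193, edgeR) and in EgMIPS2 (adjusted p = 0.000474, edgeR).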

Strikingly, among those cell-wall related genes, five encode proteins with similarities to those identified with functional roles during Arabidopsis floral organ abscission, anther dehiscence, silique dehiscence or seed abscission including: sequences similar to ADPG1, MANNANASE7 (MAN7), LACCASE7 (LAC7), cystathionine beta-synthase (CBS) family protein (CBSX1) (Table 1 [29–31]. Our candidate gene list also includes a HEASA-like leucine-rich repeat receptor kinase, unrelated to cell-wall metabolism, but shown to be involved in Arabidopsis floral organ abscission [32]. In addition, a BEL1-like transcription, similar to SH5 in rice, which induces grain shattering through the control of abscission-zone development and the inhibition of lignin biosynthesis, was also identified [33]. These findings validate our approach used to identify AZ genes with functional roles during oil palm ripe fruit abscission, and provide evidence for common mechanisms related to cell separation between monocots and dicots.

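The receptor kinase is EgHSL1 (LOC105051708), similar to Arabidopsis HAESA-LIKE 1. In AZ150 it had 14.6, 1.77, 3.54 and 3.15 reads per 100000 at 0, 3, 6 and 9 h, which is 15 reads at 0 h and 4 at 9 h, and was called lower at 9 h. The call is lost with Benjamini-Hochberg adjustment. The values were 9.95, 7.99, 14.6 and 9.62 in P150 and 41.4, 15.7, 21.7 and 11.2 in AZ30. At 9 h it was told apart from AZ30 but not from P150 at p under 0.05 in the Audic and Claverie test.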

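EgBEL1 (LOC105059537), a BEL1-like homeodomain factor, had 37.0, 12.4, 23.6 and 58.2 reads per 100000 in AZ150 at 0, 3, 6 and 9 h. It was called lower at 3 h, a call that is lost with Benjamini-Hochberg adjustment, and was not called at 6 or 9 h. AZ30 held 3.77, 0, 1.28 and 0.466 at the same times, and AZ150 lay above AZ30 over the time course (adjusted p = 8.87e-10, edgeR). P150 held 20.8, 25.5, 12.2 and 31.3. In the field EgBEL1 went from 4.74 RPKM at 30 DAP to 29.8 at 120 DAP and 106 at 160 DAP, a ratio of 22.4 between 30 and 160 DAP.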

**Table 1:** DEGs with similarities to genes with functional roles in cell separation events

Contig Name	Eg Locus	TAIR9 accession	Best manual annotation	Gene name	Reference	Separation event
CL1Contig6920	LOC105056882	AT3G57510	Endo-polygalacturonase (ADPG1/PGDZAT)	*EgPGAZ1*	[29, 30]	Arabidopsis anther dehiscence, silique dehiscence, seed abscission
CL1Contig9409	LOC105056874	AT3G57510	Endo-polygalacturonase (ADPG1/PGDZAT)	*EgPGAZ2*	[29, 30]	Arabidopsis anther dehiscence, silique dehiscence, seed abscission
CL1Contig10326	LOC105052147	AT3G09220	Laccase 7	*EgLAC7*	[5]	Arabidopsis floral organ abscission
CL1Contig20303	LOC105040138	AT5G66460	Endo-beta-mannase 7/Glycosyl hydrolase superfamily protein/MANNANASE7	*EgMAN7*	[31]	Arabidopsis silique dehiscence
CL1Contig16961	LOC105051708	AT1G72180	Receptor-like protein kinase HSL1	*EgHSL1*/*CEPR2*	[32]	Arabidopsis floral organ abscission
CL1Contig6450	LOC105050145	AT4G36910	Cystathionine beta-synthase (CBS) family protein	*CBSX1*/*LEJ2*	[26, 27]	Arabidopsis anther dehiscence
CL1Contig17462	LOC105059537	AT5G41410/ Os05g38120	Homeobox protein BEL1 homolog / SH5	*EgBEL1*	[33]	Rice seed shattering

### Hormone pathways are activated in the AZ during abscission

From the comparison between ethylene induced and natural abscission, we observed a number of ethylene related genes with common transcription profiles in both contexts. Genes identified encode proteins involved in ethylene biosynthesis (1-AMINOCYCLOPROPANE-1-CARBOXYLATE OXIDASE5, ACO5), perception (ETHYLENE INSENSITIVE4, EIN4), mobilization of the ethylene precursor 1-aminocyclopropane-1-carboxylic acid (ACC) lysine histidine transporter (LHT1) [34];) and ethylene response factors (ERF18 and RAP2.2), in addition to the transcription factors related to ethylene response including NAC6, MYC2, and EIN3 (Supplementary Table 3). Interestingly in Arabidopsis, the transcription factor NAC6 regulates *ACO5* and cell wall modifying enzyme genes in an ethylene dependent manner, while MYC2 and EIN3 were found to modulate ethylene and jasmonate (JA) activity antagonistically [35, 36]. The genes that encode for ACO5, EIN4, NAC6, MYC2 and RAP2.2 were all upregulated, while those for EIN3 and ERF18 were down regulated during abscission. In addition to ethylene, transcripts related to JA biosynthesis were also identified, including *ALLENE OXIDE CYCLASE 3* (*AOC3*), which increases, and *LIPOXYGENASE5* (*LOX5* [37];), which decreases during abscission. 

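Of the 8 ethylene-related genes named, 6 were called higher and 2 lower in AZ150. The ACC oxidase EgACO5 (LOC105032553) had no read at 0 h and 65.3 reads per 100000 at 9 h, at least 22.3-fold higher, and went from 1.03 to 671 RPKM between 30 and 160 DAP in the field, a ratio of 651. AZ150 lay 3.56 above AZ30 on the log2 scale (adjusted p = 7.43e-06, edgeR). The ethylene receptor EgEIN4 (LOC105043053) rose by 2.07-fold (95% interval 1.43 to 3.04) at 9 h and had 6.36, 43.6 and 74.1 RPKM at 30, 120 and 160 DAP. The NAC factor EgNAC6 (LOC105046073) had 26.3, 58.5, 44.8 and 59.0 reads per 100000, a rise of 2.24-fold (95% interval 1.43 to 3.62), and 7.66, 273 and 764 RPKM. At 9 h, AZ30 held 69.5 of EgNAC6. EgMYC2 (LOC105059368), a bHLH factor of jasmonate signalling, went from 1 read at 0 h to 21.2 reads per 100000 at 9 h, a rise of 21.8-fold (95% interval 3.59 to 892), and EgRAP2.2 (LOC105056678) rose by 2.94-fold (95% interval 1.92 to 4.64) and had 128, 201 and 498 RPKM. The amino acid transporter EgLHT1 (LOC105053311) rose by 1.94-fold (95% interval 1.31 to 2.93) and had 4.95, 107 and 501 RPKM. EgEIN3 (CL1Contig4369), a master factor of ethylene signalling, fell by 2.86-fold (95% interval 1.44 to 6.31) with its lowest value, 17.7, at 3 h and has no field value here. EgERF18 (LOC105043733) had 41.9, 3.55, 36.6 and 25.2 in AZ150 and 27.6, 3.5, 27.8 and 28.9 in P150, was called lower in AZ150 at 3 h and did not stand apart from both other tissues at a time at which it was called. Of the 5 ethylene response factors in the list written as product names, 3 of them in Supplementary Table 3, 2 were at least 2-fold higher, 1 lower and 2 within 2-fold at 160 against 30 DAP.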

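EgAOC3 (LOC105041662), an allene oxide cyclase, had 6.82, 23.1, 4.72 and 19.7 reads per 100000 in AZ150 at 0, 3, 6 and 9 h and was called higher at 3 h, by 3.38-fold (95% interval 1.25 to 10). The call is lost with Benjamini-Hochberg adjustment, with Fisher's exact test and with TMM scaling. In field fruit EgAOC3 went from 26.6 RPKM at 30 DAP to 208 at 120 DAP and 395 at 160 DAP. EgLOX5 (LOC105041807), a lipoxygenase, had 4.87, 30.1, 24.8 and 21.2 in AZ150 and was called higher than at 0 h, by 6.18-fold (95% interval 2.19 to 21.4) at 3 h. It stood below both other tissues, which held 17.2, 50.4, 0 and 19.2 in P150 and 49.0, 66.4, 57.5 and 30.8 in AZ30, except P150 at 6 and 9 h. Its field values were 172, 122 and 77.5 RPKM.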

The presence of key players in the synthesis, perception, signalling and response of ethylene among the candidate genes further supports an important role for ethylene during abscission, provides evidence for possible interactions between ethylene and JA, validates the multi-scaled screening approach and gives weight to the other candidates identified.

Auxin related transcripts were also found common to both ethylene induced and natural abscission. Transcripts included those encoding for proteins involved in auxin homeostasis (CATALASE 2, CAT2.1 and CAT2.2 [38];), and/or transport (PIN-LIKES 6, PILS6 [39];; SNX1 [40];; CLC2 [41];) and conjugation (GH3.5/WES1 [42];) were identified, as well as auxin-dependent transcription (IAA27/PAP2 [43];) and auxin/ubiquitin mediated proteolysis (SKP2A [44];). The transcripts *CAT2.1*, *CAT2.2*, *PILS6*, *SNX1*, *GH3.5/WES1* and *SKP2A* increase in the AZ during abscission, while *CLC2* and *IAA27* decrease. 

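Of the 8 auxin-related genes named, 6 were called higher and 2 lower in AZ150, and the same split was found at 160 against 30 DAP in the field, at least 2-fold. EgGH3.5 (LOC105056155), which conjugates auxin to amino acids, went from 1.95 to 47.2 reads per 100000 at 9 h, a rise of 24.2-fold (95% interval 6.42 to 204), and had 2.21, 3.60 and 69.5 RPKM at 30, 120 and 160 DAP. The sorting nexin EgSNX1 (LOC105061464) rose by 4.12-fold (95% interval 1.99 to 9.58) and went from 26.5 to 136 RPKM. EgPILS6 had 2.25, 21.5 and 42.5 RPKM in the field, and 29.0 reads per 100000 in P150 at 3 h. Among the catalases, EgCAT2.1 (LOC105042655) rose by 3.71-fold (95% interval 1.38 to 12.5) in AZ150, a call lost with Benjamini-Hochberg adjustment, and EgCAT2.2 (LOC105059701) by 2.38-fold (95% interval 1.43 to 4.12). The clathrin light chain gene EgCLC2 (LOC105058994) fell by 3.51-fold (95% interval 1.32 to 10.9) at 9 h and stood at 109, 95.3 and 39.4 RPKM, and EgIAA27 (LOC105040857) fell from 7 reads at 0 h to none at 9 h, at least 2.89-fold lower. Both of these calls are lost with Benjamini-Hochberg adjustment. The auxin response list held 3 genes with a field value, 2 of them in Supplementary Table 3, with 1 higher, 1 lower and 1 within 2-fold (median log2 ratio -0.08, or 0.35 when rescaled).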

Taken together, these observations provide evidence of the importance of hormone-related transcriptional programs activated during oil palm ripe fruit abscission.

### AZ abscission-specific genes fingerprinted pathways related to senescence, nutritional stress, nutrient recycling, energy and oxidative stress

Our analysis identified genes known to be up-regulated at the onset of senescence, involved in key processes including macromolecule degradation, nutrient salvage and translocation, as well as detoxification and defence. Key senescence markers identified include the *SENESCENCE-ASSOCIATED GENE 15*/*EARLY RESPONSIVE TO DEHYDRATION STRESS 1* (*SAG15*/*ERD1*) gene and the senescence-inducible chloroplast *STAYGREEN1* (*SGR1*) gene [45–47]. 

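EgERD1 (LOC105060334), a plastid Clp protease regulatory subunit also known as SAG15, had 27.3, 78, 41.3 and 114 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 4.18-fold (95% interval 2.77 to 6.51). AZ150 lay 2.86 above AZ30 on the log2 scale over the time course (adjusted p = 9.52e-06, edgeR), and the field values were 25.1, 140.3 and 167 RPKM at 30, 120 and 160 DAP. The staygreen gene, EgNYE1 (LOC105034133), which acts in the breakdown of chlorophyll, rose by 8.55-fold (95% interval 3.44 to 27.4) to 41.7 at 9 h, when AZ30 held 38.2. In the field it went from 1.81 RPKM at 30 DAP through 93.2 to 471 at 160 DAP, a ratio of 261. AZ150 lay above P150 in EgNYE1 (adjusted p = 0.000318, edgeR).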

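EgAMY1 (LOC105060891), which encodes an alpha-amylase that degrades starch, had 4.87, 10.6, 4.72 and 32.2 reads per 100000 in AZ150 at 0, 3, 6 and 9 h of ethylene, a rise of 6.62-fold (95% interval 2.62 to 21.5) at 9 h. In the AZ of field fruit it went from 0.962 RPKM at 30 DAP to 45.9 at 120 DAP and 186 at 160 DAP, a ratio of 194 between 30 and 160 DAP.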

Another senescence related gene identified, *AMY1* that encodes ⍺-amylase1, is a stress-induced enzyme secreted extracellularly in Arabidopsis leaves possibly involved in starch degradation after cell death [48]. 

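The NAC factor EgATAF1 (LOC105038428) had 14.6, 44.3, 75.5 and 66.1 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 5.16-fold (95% interval 2.91 to 9.76), and 34.7, 227 and 289 RPKM at 30, 120 and 160 DAP in the field. EgMYC2 went from 7.08 RPKM at 30 DAP to 31.2 at 120 DAP and 124 at 160 DAP. A pair of contigs is annotated as EgRAP2.4, an ethylene response factor. CL1Contig5354 (LOC105048614) had 4.87, 7.09, 23.6 and 21.2 in AZ150, a rise of 4.84-fold (95% interval 1.76 to 16.5), while P150 held 40.4 at 6 h, and it went from 57.5 to 167 RPKM. CL1Contig2248 (LOC105056862) fell from 39.96 to 7.87 at 9 h, by 5.08-fold (95% interval 2.5 to 11.4), and went from 308 to 126 RPKM.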

Key transcriptional regulators known to be directly or indirectly involved in the regulation of senescence including ATAF1, RAP2.4 and MYC2 were also identified [49–51]. 

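EgPAR1 (LOC105034670), similar to pathogenesis-related proteins, had 2.92, 78, 4.72 and 75.5 reads per 100000 in AZ150 at 0, 3, 6 and 9 h of ethylene, high at 3 and 9 h and low at 6 h, with a rise of 26.7-fold (95% interval 8.55 to 134) at 3 h. Over the time course AZ150 lay 5.48 above AZ30 on the log2 scale (adjusted p = 1.58e-09, edgeR). In field fruit the AZ held 1.60 RPKM of EgPAR1 at 30 DAP, 81.1 at 120 DAP and 352 at 160 DAP.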

The photoassimilate-responsive gene *PAR1*, which encodes a PR-like protein and increases in response to high levels of soluble sugars [52], suggests a metabolic transition from anabolism to catabolism occurs during abscission. 

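All 5 genes of amino acid breakdown examined were called higher in AZ150 after ethylene, and the 4 with a field value were at least 2-fold higher at 160 than at 30 DAP. The glutamate dehydrogenase EgGDH1 (LOC105053917) had 1.95, 16.0, 13 and 50.3 reads per 100000 at 0, 3, 6 and 9 h, a rise of 25.8-fold (95% interval 6.86 to 218), and 9.89, 63.7 and 115 RPKM at 30, 120 and 160 DAP. The alanine aminotransferase EgALAAT2 (LOC105056662) rose by 5.35-fold (95% interval 2.53 to 13) and went from 8.15 to 141 RPKM. EgE1A2 (LOC105051761), of the branched-chain ketoacid dehydrogenase complex, rose by 11.8-fold (95% interval 4.26 to 45.5) and had 7.24, 36.5 and 56.5 RPKM. EgMCCB, of leucine breakdown, rose by 4.11-fold (95% interval 1.99 to 9.34) and went from 21.5 to 94.2 RPKM. EgLKR (CL1Contig8118), of lysine breakdown, had 1 read at 0 h and 12 at 9 h, a difference of 9.68-fold (95% interval 1.43 to 414), while P150 held 24.1 reads per 100000 at 9 h. Its call is lost with Benjamini-Hochberg adjustment and with Fisher's exact test. The amino acid catabolism list held 6 genes with a field value, all at least 2-fold higher at 160 DAP (median log2 ratio 3.81). Its pattern also took in the asparagine synthetase gene EgASN1, which acts in the synthesis of an amino acid and not in breakdown. All 6 are in Supplementary Table 3, which the study chose for its field profiles.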

Genes were identified that encode glutamate dehydrogenase (GDH), alanine aminotransferase (AlaAT2), 3-methylcrotonyl-CoA carboxylase (MCCB), the alpha-subunit (E1A2) of branched-chain ketoacid dehydrogenase complex (BCKDC) and the Lysine-Ketoglutarate Reductase/Saccharopine Dehydrogenase bifunctional enzyme (LKR/SDH), all key enzymes involved in the catabolism of free amino acids (i.e. alanine, leucine, lysine and glutamate). 

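EgPECP1 (LOC105042868), a phosphatase that releases phosphate from phosphocholine, had 7.80, 67.4, 20.1 and 125 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 16-fold (95% interval 7.95 to 37.8) at 9 h. It lay above P150 (adjusted p = 0.000248, edgeR) and above AZ30 (adjusted p = 3.34e-05, edgeR), and went from 4.42 RPKM at 30 DAP to 78.1 at 120 DAP and 934 at 160 DAP. The nitrate transporter EgNRT1 (LOC105051695) had 6 reads in AZ150 at 0 h and none at 3, 6 or 9 h, and was called lower at 9 h. The call is lost with Benjamini-Hochberg adjustment, with Fisher's exact test and with TMM scaling. P150 held 16.8 reads per 100000 at 9 h. The field values of EgNRT1 were 10.3, 2.64 and 0.0432 RPKM at 30, 120 and 160 DAP.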

Markers of nitrogen and phosphate starvation were also found, including a down-regulated major nitrate transporter NRT1 and up-regulated phosphocholine phosphatase PECP1 respectively [53, 54]. In addition, the analysis identified a gene similar to *PYD3*, which encodes beta-ureidopropionase, an enzyme that catalyses a late step in pyrimidine degradation, and functions in the recycling of nitrogen from nucleobases to general nitrogen metabolism [55].

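The beta-ureidopropionase gene, EgBETA-UP (LOC105054031), had 7.80, 19.5, 16.5 and 43.2 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 5.55-fold (95% interval 2.63 to 13.5) at 9 h, and lay above AZ30 over the time course (adjusted p = 0.000132, edgeR). From 30 to 160 DAP it went from 8.56 RPKM at 30 DAP to 30.8 at 120 DAP and 74.9 at 160 DAP.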

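EgBZIP53 (LOC105039935), a bZIP factor, had 18.5, 67.4, 40.1 and 32.2 reads per 100000 in AZ150 at 0, 3, 6 and 9 h of ethylene. It was highest at 3 h, with a rise of 3.64-fold (95% interval 2.05 to 6.68). In the AZ of field fruit it stood at 35.3 RPKM at 30 DAP, 107 at 120 DAP and 228 at 160 DAP, a ratio of 6.46 between 30 and 160 DAP.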

A dramatic switch in energy metabolism during abscission is suggested by the presence of a key BZIP53 TF involved in primary metabolism reprogramming under low energy stress [56]. In addition, genes for enzymes that provide alternative substrates for TCA cycle and oxidative phosphorylation including adenosine monophosphate (AMP) deaminase (*FAC1*) and adenylosuccinate synthetase (*ADSS*) were identified. 

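EgFAC1 (LOC105044580), the AMP deaminase, had 10.7, 23.1, 53.1 and 51.9 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 4.95-fold (95% interval 2.52 to 10.6), and lay above AZ30 over the time course (adjusted p = 0.000201, edgeR). Its field values were 13.9, 53.2 and 90.8 RPKM at 30, 120 and 160 DAP. EgADSS (LOC105033598), the adenylosuccinate synthetase, had 18.5, 76.2, 34.2 and 65.3 in AZ150 and rose by 4.12-fold (95% interval 2.35 to 7.48) at 3 h. It went from 9.16 RPKM at 30 DAP to 120.4 at 120 DAP and stood at 122 at 160 DAP.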

There were also key glycolytic genes up-regulated, including fructose biphosphate aldolase (*FBA6*) and the phosphofructokinases, *PFK2*, *PFK3* and *PFK5*. In addition, genes encoding pyruvate decarboxylases (*PDC2* and *PDC4*), aldehyde dehydrogenase (*ALDH2B4*) and alcohol dehydrogenase (*ADH1*), key markers of intense glycolytic activity derived towards fermentative metabolism (ethanol and acetate) for energy supply, were also identified.

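EgFBA6 (LOC105052993), a fructose-bisphosphate aldolase, had 28.3, 103, 29.5 and 103 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 3.65-fold (95% interval 2.42 to 5.66). Of the phosphofructokinases, which catalyse an early committed step of glycolysis, EgPFK2 (LOC105060774) had 11.7, 16.0, 13 and 34.6 and rose by 2.96-fold (95% interval 1.54 to 6.15) at 9 h, but did not stand apart from both P150 and AZ30 at a time at which it was called. EgPFK5 (LOC105041727) had 9.75, 42.5, 2.36 and 15.7 and rose by 4.37-fold (95% interval 2.01 to 10.2) at 3 h. EgPFK3 (LOC105040103) had 64.3, 19.5, 14.2 and 21.2 and fell by 4.54-fold (95% interval 2.44 to 9.24) at 6 h. In the field it was higher at 160 DAP, with 38.6, 77.2 and 85.5 RPKM at 30, 120 and 160 DAP. Of the 11 genes in the glycolysis and fermentation list, 8 were at least 2-fold higher at 160 than at 30 DAP and 3 within 2-fold, with a median log2 ratio of 3.18. Of these, 7 are in Supplementary Table 3, which the study chose for its field profiles.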

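EgALDH2B4 (LOC105050327), an aldehyde dehydrogenase, had no read in AZ150 at 0 h and 44.0 reads per 100000 at 9 h, at least 15.1-fold higher, and went from 4.21 to 417 RPKM between 30 and 160 DAP. EgADH1 (LOC105036492) was abundant before ethylene, with 209.5, 67.4, 112 and 389 reads per 100000 at 0, 3, 6 and 9 h. It was called lower at 3 and 6 h and higher at 9 h, by 1.85-fold (95% interval 1.58 to 2.19), and lay above P150 over the time course by 3.33 on the log2 scale (adjusted p = 7.57e-09, edgeR) and above AZ30 by 3.00 (adjusted p = 4.6e-07, edgeR). EgPDC2 (LOC105045855) and EgPDC4 (LOC105038446) encode pyruvate decarboxylases. EgPDC2 had 3.90, 17.7, 2.36 and 7.08 and rose by 4.55-fold (95% interval 1.31 to 19.9) at 3 h, and EgPDC4 had 9.75, 8.86, 9.44 and 25.2 and rose by 2.58-fold (95% interval 1.24 to 5.89) at 9 h. Both calls are lost with Benjamini-Hochberg adjustment. In the field EgPDC2 had 5.25, 35.5 and 105 RPKM and EgPDC4 2.66, 36.4 and 127 RPKM at 30, 120 and 160 DAP.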

We found evidence for a major switch in redox control in the AZ during oil palm ripe fruit abscission. 

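A pair of catalase genes, which remove hydrogen peroxide in peroxisomes, stood higher at 160 DAP in the field. EgCAT2.1 had 4.78, 47.7 and 89.6 RPKM at 30, 120 and 160 DAP, a ratio of 18.7, and EgCAT2.2 had 32.3, 89.5 and 127, a ratio of 3.92. After ethylene, EgCAT2.1 had 4.87, 17.7, 15.3 and 18.1 reads per 100000 in AZ150 at 0, 3, 6 and 9 h and did not stand apart from both P150 and AZ30 at a time at which it was called, and EgCAT2.2 had 20.5, 7.09, 47.2 and 48.8. Of the 5 genes in the redox and peroxide list, 3 of them in Supplementary Table 3, 4 were at least 2-fold higher at 160 than at 30 DAP and 1 within 2-fold, with a median log2 ratio of 2.15.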

Firstly, the transcriptional activation of key players of reactive oxygen species (ROS) homeostasis in peroxisomes were identified including two genes encoding ROS-scavenging catalase homologs to Arabidopsis CAT2, a key mediator of cell redox homeostasis shown to coordinate salicylic acid (SA) repression of auxin accumulation and JA biosynthesis during plant defence [57]. In addition, a gene for a peroxisomal glycolate oxidase (GOX), a photorespiratory enzyme that may also serve as an alternative source for the production of H_2_O_2_ during biotic stress was identified [58]. 

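EgGOX (LOC105033990), which encodes glycolate oxidase, had 29.2, 78, 55.4 and 211 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 7.21-fold (95% interval 4.93 to 10.9) at 9 h, and lay above P150 over the time course (adjusted p = 0.00362, edgeR). EgGOX stood in the field at 38.5 RPKM at 30 DAP to 367 at 120 DAP and 675 at 160 DAP.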

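In the AZ of field fruit, the glutathione synthesis gene EgGSH1 went from 9.81 RPKM at 30 DAP to 47.5 at 120 DAP and 170 at 160 DAP. EgALDH3H1 (LOC105051810), an aldehyde dehydrogenase, had 1 read in AZ150 at 0 h and 7 reads at 3 h, a difference of 12.7-fold (95% interval 1.64 to 574), and 7.08 reads per 100000 at 9 h. Its call is lost with Benjamini-Hochberg adjustment. The field values of EgALDH3H1 were 22.1, 36.0 and 77.0 RPKM at 30, 120 and 160 DAP.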

Secondly, evidence for a key glutathione biosynthetic gene (*Glutamate-cysteine ligase*/*ROOT MERISTEMLESS 1*, *GSH1/RML1*) as well as aldehyde dehydrogenase (*ALDH3H1*) putatively involved in detoxifying aldehydes generated by lipid peroxidation were identified [59, 60]. 

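The chaperone gene EgJ8 had 7.85, 249 and 622 RPKM at 30, 120 and 160 DAP in the AZ of field fruit, a ratio of 79.1 between 30 and 160 DAP. After ethylene it also reached 104 reads per 100000 in P150 at 6 h. EgRSH3 (LOC105041854), which acts in the synthesis of the signal nucleotide ppGpp, had 10.7, 30.1, 35.4 and 29.1 in AZ150 at 0, 3, 6 and 9 h, a rise of 3.3-fold (95% interval 1.61 to 7.3) at 6 h, and 19.0, 59.2 and 88.1 RPKM in the field.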

Thirdly, key markers of adaptation to oxidative stress in plastids were identified including the DnaJ chaperone J8, a nuclear encoded soluble protein found in the chloroplast stroma that accumulates in response oxidative stress, and the stress-induced RELA/SPOT homolog 3 (RSH3, LOC105041854) involved in ppGpp stress signalling in plastids [61, 62]. Finally, evidence for a parallel metabolic adaptation to intense oxidative stress includes the upregulation of transcripts for fructose-bisphosphate aldolase (*FBA6*) and alternative oxidase (*AOX1*), indicative of adaptation to oxidative stress of glycolytic and respiratory activities, respectively [63, 64].

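The alternative oxidase gene EgAOX1A (LOC105042507), whose product passes electrons from ubiquinol to oxygen in mitochondria, had 2.92, 5.32, 4.72 and 23.6 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 8.07-fold (95% interval 2.51 to 41.3) at 9 h. In the field it went from 70.5 RPKM at 30 DAP to 152 at 120 DAP and 449 at 160 DAP. EgFBA6 went from 76.2 through 287 to 1005 RPKM over the same ages.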

## Discussion

### Common organ abscission genes and processes of eudicots and monocots

Monocot and eudicots phylogenies have evolved mechanisms for fleshy fruit abscission to disperse seeds, but how these mechanisms differ between taxa is unclear. In the current study we used a multi-scale transcriptome analysis to compare the ripe fruit AZ, pedicel, and immature fruit AZ treated with ethylene, AZ during natural abscission and AZ of non-shedding fruit samples, to identify a robust list of core genes and processes that function in the AZ during fleshy fruit abscission of this monocot.

Seed dispersal strategies of higher plants can be divided into three major categories; seed shattering (e.g. domesticated cereal crops of the Poaceae), dry fruit dehiscence (i.e. pod shattering of Arabidopsis and many species of the Brassicaceae and Fabaceae), and fleshy fruit abscission (e.g. tomato as the most studied dicot model [4, 65];). While both seed shattering and fleshy fruit abscission occur through cell separation events in the AZ at the base of the fruit, dry fruit dehiscence involves two cell separation events, in the dehiscent zone (DZ) in the valve margin, and in the AZ at the base of the seed [65–67]. Interestingly, despite anatomical differences between these different dispersal mechanisms, convergent evolution has been observed [67–70]. For example, qSH1 and RPL (REPLUMLESS), orthologs of a BEL1-type homeobox transcription factor, function in the grain AZ of rice and the DZ of Arabidopsis dry fruit respectively [68, 71]. Another example are orthologs of the *Sh1*, which encode YABBY transcription factors that function in the seed AZ of sorghum, rice and maize and were selected in parallel during domestication for the non-seed shattering trait [70]. In the fruit AZ of the oil palm, we found genes that are expressed with similarities to those with known functional roles during dry fruit dehiscence of Arabidopsis, in addition to, *BEL1* (Table 1) with similarity to the those expressed in the seed AZ of the cereals and the DZ of Arabidopsis. This suggests conserved mechanisms of oil palm fruit abscission include those found related to dicot and monocot AZ differentiation, in particular, those related to Arabidopsis dry fruit silique separation (Table 1).

Within the group of candidates we found expressed in the oil palm fleshy fruit AZ, five candidates have similarities to genes that function during Arabidopsis silique dehiscence (*MANNANASE7*, *MAN7*, and *ADPG1*/*PGDZAT*, renamed *EgMAN7*, *EgPGAZ1* and *EgPGAZ2* respectively) and floral organ abscission (*LAC7* and a leucine-rich repeat receptor kinase similar to *HSL1*, renamed *EgLAC7* and *EgHSL1* respectively), which again provides evidence that some established mechanisms of cell separation in the DZ and AZ for model dicots are conserved for this fleshy fruit monocot [30–32, 72]. In particular, we again found key genes for dry fruit dehiscence. For example, *MAN7*, which encodes an endo-beta-mannase, functions in Arabidopsis and *Brassica napus* silique dehiscence, with expression in both vegetative and reproductive organs, with high expression in the Arabidopsis siliques at a stage just prior to the initiation of dehiscence [31, 73]. *ADPG1* also functions in Arabidopsis silique dehiscence, while expression is more specific to the silique DZ and seed AZ, and functions in both processes [30]. These results provide evidence that some cell separation mechanisms in both dry fruit dehiscence and fleshy fruit abscission are conserved, or have evolved in parallel. Interestingly, the combination of mutations in *MAN7* and *ADPG1* increases the indehiscence phenotype, demonstrating the combined function of different classes of cell wall modifiers is necessary for cell separation [30, 31]. Indeed, we identified other transcripts that encode proteins similar to Arabidopsis sequences with functions related to cell wall polymer modifications including those for pectin, lignin, xyloglucan and callose [5, 30, 31, 74–77]. The Arabidopsis LRX4 is involved in cell wall and plant development related to pectin, while the Arabidopsis BXL2 is very similar to BXL1, both of which appear to be involved in polar secretion of pectinaceous mucilage from the seed coat epidermis [74, 75]. In addition, a transcript similar to H[+]-ATPase 2 with possible roles in cell wall acidification mediated by receptor kinase activity was also found [57, 78, 79]. These gene functions correspond closely to processes observed previously in the oil palm ripe fruit AZ during abscission. For example, AZ cells undergo polarized oriented cell wall building activity, which culminates with a decrease in methylesterified homogalacturonan HG (JIM5 signal increases) during abscission in a polarized manner [23]. Furthermore, two gene candidates associated with vesicle trafficking were also identified, which could be involved in auxin related transport, secretion and/or recycling of cell-wall components as found in other abscission systems [80–84]. In addition, changes in the cation environment were also observed in the oil palm AZ during fruit abscission [23], while pH changes are important for AZ function during tomato flower abscission [85]. Finally, a special role of lignin structure in Arabidopsis has been identified [5]. A specific lignin brace structure is found in the AZ cells of the separated organ, and acts to localize cell wall breakdown and spatially limit to abscising cells. In the current study, we found several lignin related transcripts which encode lignin biosynthesis and polymerization enzymes including LAC7, C4H and CBSX-2 (Supplementary Table 3). In Arabidopsis, *LAC7* is expressed specifically in the AZ cells of the separated organ. In the oil palm fruit, we found *LAC7* expression to be especially high in the AZ of ripe fruit that are separating (Fig. 5), which suggests lignin biosynthesis is also important for abscission. 

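EgLAC7 (LOC105052147) had 1 read in AZ150 at 0 h and 44.3, 73.1 and 158 reads per 100000 at 3, 6 and 9 h of ethylene, a rise of 162-fold (95% interval 28.8 to 6440). P150 held 0, 1.5, 0.661 and 26.4 at 0, 3, 6 and 9 h, and AZ30 29.8 at 9 h. Over the time course AZ150 lay 4.72 above P150 on the log2 scale (adjusted p = 1.63e-10, edgeR) and 4.30 above AZ30 (adjusted p = 1.57e-08, edgeR). The field ratio between 30 and 160 DAP was 1040. In the list of lignin genes, EgLAC7 and EgC4H were at least 2-fold higher at 160 DAP, and a cinnamyl alcohol dehydrogenase (LOC105043276) was lower, with 14.5, 19.0 and 6.94 RPKM.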

In transcriptome study with citrus, lignin biosynthesis transcripts were also found to be expressed specifically in the Starch-rich Area (SA) within the fruit abscission zone (AZ-C), which are also cells undergoing separation [86]. Collectively, lignin appears to be an important feature for a variety of organ abscission contexts, including Arabidopsis floral organs, citrus fruit and oil palm fleshy fruit.

The current study corroborates the importance of pectin related changes during abscission by the identification of two additional PGs (*EgPGAZ1* and *EgPGAZ2*) with similarity to the *Arabidopsis ADPG1* that is essential for silique dehiscence [30]. In addition, a transcript for a pectinesterase (*EgPMEI*) has similar profiles to the three PGs in the AZ during ethylene and naturally induced abscission, with a consistent increase of transcript amounts. Indeed, PG transcripts and activity increase in various species during the abscission process, and can be induced by ethylene or inhibited by auxin [87–92]. 

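EgPMEI had 0, 72.7, 86.1 and 141 reads per 100000 in AZ150 at 0, 3, 6 and 9 h. At 9 h P150 held 9.62 and AZ30 65.8, where EgPG4 stood at 46.6 in AZ30 and EgPGAZ1 at 25.2 in AZ30 and 4.81 in P150. Over the time course AZ150 lay 5.43 above P150 in EgPMEI on the log2 scale (adjusted p = 3.15e-13, edgeR). In the field EgPMEI had 3.47, 110 and 1259 RPKM at 30, 120 and 160 DAP. At 120 DAP EgPGAZ1 stood at 4.85 RPKM and EgPGAZ2 at 11.8.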

In tomato, there is a single PG transcript, pTOM6, expressed during fruit ripening [93–95], while four other PGs (TAPG1, TAPG2, TAPG4, and TAPG5) are expressed in the flower and leaf AZ [89, 90, 96]. In oil palm, *EgPG4* is highly expressed in the mesocarp during ripening and induced in the AZ in response to ethylene [20]. In contrast, *EgAZPG1* and *2* are specific to the AZ (Supplementary Table 6). Similar to *EgPG4*, *EgPMEI* is also expressed in the mesocarp so may also function during mesocarp ripening or provide coordination between the ripening mesocarp and AZ function during abscission. As discussed above, pectin related transcripts encoding beta-xylosidase and a leucine-rich repeat extensin-like protein were also found to be highly expressed during the abscission process suggesting other important pectin modifications involved in cell separation. The main type of pectin in primary walls and the main constituent of the middle lamella is HG, a galacturonic acid polymer that exists in both methylesterified, less methylesterified and unmethylesterified forms [97]. The consequence of PME activity includes not only the demethylesterification of HG, but also the generation of methanol and a decrease in pH [98]. Complete demethylesterified HG increases stiffness in the cell wall due to calcium cross-linking of adjacent HG molecules, while a pH decrease can provide more optimal conditions for hydrolysis by PG. In addition, an increase in demethylesterified HG may be more easily hydrated and lead to cell wall loosening [98]. Indeed, the current model is that PME demethylesterifies HG, which subsequently is more susceptible to PG hydrolysis that could result in cell wall loosening [99]. Finally, combined PME and PG activities could release specific signalling oligogalacturonides, and in the case of the oil palm, could be a potential signal that originates from the primary AZ for activation of cell separation in the adjacent AZs as previously proposed [19].

Hormones, in particular ethylene (promotes) and auxin (inhibits), are well known to be involved in organ abscission, including Arabidopsis floral organ abscission and tomato flower and fruit abscission [4, 100, 101]. For oil palm ripe fruit abscission, both ethylene and auxin are known to function as inducer and inhibitor respectively [19, 20]. In the current study, we found a number of hormone related transcripts, including those related to ethylene, auxin and JA pathways, with differential expression in the AZ during abscission. These results corroborate the importance of these pathways and suggests widespread conservation of function during abscission for these hormones [4].

The IDA–HAE–HSL2 (INFLORESCENCE DEFICIENT IN ABSCISSION- HAESA- HAESA-LIKE2) signalling pathway discovered in Arabidopsis has become a significant focus of research [6, 102, 103]. The pathway involves a peptide ligand-receptor system that consists of the secreted peptide IDA encoded by the IDA gene, and the two leucine-rich repeat (LRR) receptor-like kinases (RLK) including HAE and HSL2. Both *ida* and *hae hsl2* mutants retain their floral organs, while overexpression of the *IDA* gene reverts the *ida* mutant to the wild-type abscission phenotype, and overexpression in the wild-type of either *IDA* or *IDA-LIKE* (*IDL*) gene family members results in early abscission. There is currently a debate whether the IDA–HAE–HSL2 signalling pathway functions in other species and organs such as leaves or fruit. Our previous work provided evidence that the *IDA* and *HSL-like* genes are expressed in the oil palm fruit AZ, and that the IDA peptide enhances cell separation and abscission in the oil palm fruit AZ [104, 105]. 

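In the AZ of field fruit, the receptor kinase gene EgHSL1 went from 63.0 RPKM at 30 DAP to 11.8 at 120 DAP and 9.34 at 160 DAP, so most of the difference lay between 30 and 120 DAP. The ratio of 30 to 160 DAP was 6.74. The non-shedding palm was not analysed here.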

In the current study, we show that while a HSL1-like transcript normally decreases in the AZ during both ethylene induced and natural abscission, it is detected at even lower amounts in the non-shedding AZ, which corroborates what was observed previously [104]. This provides further evidence that the IDA–HAE–HSL2 pathway functions in the AZ during oil palm ripe fruit abscission, and appears to be a conserved signalling pathway for both dicot and monocot organ abscission.

### The AZ specific transcriptome contains the transcriptional signature of a large metabolic rerouting associated with a senescence-like program during abscission.

Senescence and organ abscission are both regulated by ethylene, and common transcriptional controls have been found to coordinate the timing of the two process with floral organs of Arabidopsis [106]. The transcriptome survey of the AZ fingerprinted senescence marker genes and specific transcriptional regulators. Among senescence related markers, the *SAG15*/*ERD1* gene encodes the regulatory subunit of the ATP-dependent plant caseinolytic protease (Clp) complex involved in the degradation of accumulated and misfolded chloroplast proteins, while *SGR1*encodes an Mg-dechelatase that represents a first step of the chlorophyll catabolic pathway and a key transcriptional regulation point of senescence-related pigment loss. In addition, the ATAF1 NAC TF serves as a core transcriptional activator of senescence by coupling stress-related signalling with photosynthesis- and senescence-related transcriptional cascades [49]. The RAP2.4 DREB transcription factor plays a key role in modulation of the senescence cascade and controls cell dedifferentiation in response to wounding [50], while MYC2 is a key transcription factor involved in JA-induced senescence processes such as chlorophyll degradation [51]. The transcriptome survey of the AZ also fingerprinted many genes known to be up-regulated at the onset of senescence, i.e. those related to proteolytic and free amino acid catabolic activities, carbon, nitrogen and phosphate salvage and translocation, as well as those involved in alternative routes for energy supply or adaptation to oxidative stress [107].

The identification of certain genes may reflect an intense proteolytic activity in the AZ, either through autophagy or proteasome mediated processes. Indeed, several genes associated with proteolytic activity were identified including a ubiquitin-protein transferase, a RING/U-box superfamily protein, an F-box/RNI-like superfamily protein and a cysteine proteinase superfamily protein. 

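The ubiquitin ligase-like EgXBAT33 (LOC105054123) had 9.75, 112, 55.4 and 105 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 11.5-fold (95% interval 5.84 to 25.1), and 7.05, 74.2 and 441 RPKM at 30, 120 and 160 DAP. The F-box protein gene EgSKP2A (LOC105045214) had 2.92, 21.3, 9.44 and 14.2, a rise of 7.28-fold (95% interval 1.96 to 40.2), and 9.44, 37.5 and 145 RPKM. A cysteine proteinase gene (LOC105059106) went from 4.87 to 47.2 at 6 h, a rise of 9.68-fold (95% interval 3.82 to 31.4), and from 10.2 to 169 RPKM. The RING/U-box genes went both ways: LOC105033430 had no read at 0 h and 8.26 at 6 h, a call lost with Benjamini-Hochberg adjustment, while LOC105058929 fell from 9.75 at 0 h to no read at 9 h, at least 4.13-fold lower, and had 20.04, 13.7 and 12.0 RPKM.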

Associated with this senescence-related proteolytic activity, asparagine may be a major transport compound used for organic nitrogen reallocation to other tissues given that a gene for glutamine-dependent asparagine synthase (ASN1) was also identified [108]. 

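EgASN1 (LOC105044583) had 3.90, 40.8, 89.6 and 283 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 72.6-fold (95% interval 28.1 to 268). P150 held 119.7 at 6 h and 96.2 at 9 h, and AZ30 208 at 9 h. In the field it went from 3.86 RPKM at 30 DAP to 73.4 at 120 DAP and 1536 at 160 DAP, a ratio of 398.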

Interestingly, phosphate-starvation generally induces reduction of the membrane phosphatidylcholine content to provide an internal phosphate source while replacing membrane phospholipids by galactolipids, a process termed membrane lipid remodelling. Abscission-related phosphocholine phosphatase PECP1 is a major player in this process in Arabidopsis, induced by starvation and involved in the liberation of inorganic phosphate Pi from intracellular sources [109]. In this context, genes for plasma membrane phosphate transporters PHT1 and PHT5 that may facilitate translocation of large Pi amounts released by PECP1 activity towards other tissues were also identified [110, 111]. 

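The phosphate transporter gene EgPHT5;3 (CL1Contig21033) had 47.8, 65.6, 100.3 and 139 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 2.92-fold (95% interval 2.11 to 4.09). AZ30 held 141 at 9 h, and it has no field value here. EgPHT1;1 (LOC105031976), of the plasma membrane phosphate transporters, had 54.6, 62.0, 82.6 and 102, a rise of 1.87-fold (95% interval 1.36 to 2.61), and 236, 397 and 631 RPKM at 30, 120 and 160 DAP.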

While FAC1 catalyses the hydrolytic deamination of AMP to IMP (inositol monophosphate) ADSS is involved in the reverse reaction, which suggests a futile purine nucleotide cycle that could produce fumarate, and purine nucleotides that serve as an anapleurotic substrate to fuel the TCA cycle.

A switch in energy metabolism apparently occurs during abscission. In Arabidopsis, the BZIP53 TF promotes dark-induced senescence and participates in the transcriptional reprogramming of amino acid metabolism during the dark-induced starvation response, by triggering accumulation of specific proteins including ASN1 and amino acid catabolic genes. The BZIP53 TF acts downstream of SnRK1 (Snf1-RELATED KINASE1), and specifically coordinates the expression of genes involved in branched-chain amino acid catabolism, which also constitutes an alternative mitochondrial respiratory pathway that is crucial for plant survival during starvation [112]. A similar function in the oil palm fruit could explain the large up-regulation of amino acid catabolic pathways, producing organic acids that may be directly used to funnel TCA and oxidative phosphorylation. In this way, one may note that the energy yield, i.e. ATP production, from branched-chain amino acids (leucine, isoleucine, and valine) and lysine catabolism is particularly high, close to that measured with the oxidation of glucose as a substrate [113]. Furthermore, a futile cycle involving AlaAT and GDH, both detected in the present survey, that could mobilize carbon from alanine toward energy production, has been recently described in plants recovering from low energy stress [114]. Pyruvate produced by the reverse reaction of AlaAT is funnelled to the TCA cycle, while deaminating GDH regenerates, reducing equivalent (NADH) and 2-oxoglutarate to maintain the cycle function.

The transcriptional signatures detected in AZ during abscission for both an active TCA and oxidative phosphorylation as well as fermentative pathway (PDC2, PDC4, ADH1) may be puzzling at a first sight. However, acetate production could be independent of oxygen-limiting conditions, as recently demonstrated in Arabidopsis under drought response where it serves to stimulate the JA signalling pathway to confer stress tolerance [115]. The acetate pathway could also presumably occur under normoxia conditions in the AZ of oil palm fruits. In this way, one may note that ATP-dependant enzymes such as the cytosolic PFK2, the plastidial isoform PFK5, as well as invertase INV1 are transcriptionally induced during abscission rather than their inorganic pyrophosphate-dependent enzyme counterparts, respectively PFP and sucrose synthase, whereas these latter are assumed to be the preferred isoforms under hypoxic conditions [116]. 

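In the field, EgPFK2 went from 10.8 to 129 RPKM between 30 and 160 DAP, EgPFK5 from 7.14 to 65.3, and the invertase gene EgCINV1 (LOC105058899) from 7.46 to 25.5. After ethylene EgCINV1 had 7.80, 12.4, 17.7 and 29.1 reads per 100000 in AZ150 at 0, 3, 6 and 9 h, a rise of 3.73-fold (95% interval 1.71 to 9.28). The contigs annotated as sucrose synthase were looked at after their values were seen. CL1Contig5093, similar to SUS6, had no read in AZ150 at 0 h and 77.8 at 6 h, at least 26.6-fold higher, and stood above both P150 and AZ30. CL1Contig6960, similar to SUS1, had 1 read at 0 h and 42.5 reads per 100000 at 9 h, a rise of 43.6-fold (95% interval 7.5 to 1750). CL1Contig13612 was the most abundant, with 297, 537, 196 and 383 in AZ150, and was called higher at 3 and 9 h and lower at 6 h. Its field values were 481, 828 and 879.9 RPKM at 30, 120 and 160 DAP.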

Rather than by oxygen-limiting conditions, induction of the acetate pathway could be hormonally controlled through ethylene and the TF RAP2.2 transcriptional cascade [117].

Overall, how these large metabolic changes are linked to the abscission processes in the AZ are largely unknown, but based on our results, we can conclude that the transcriptional activity in the AZ appear to promote major metabolic transitions both spatially and temporally during ripe fruit abscission. A metabolic transition from anabolism to catabolism before controlled cell death could enable the recycling of major cellular components and nutrient redistribution to other tissues or oxidation towards energy production during the abscission developmental program. Such a program could be triggered by environmental stimuli such as nutrient limitation, i.e. carbon and nitrogen compound shortage caused by phloem flux arrest, or/and by internal hormonal factors (ethylene, JA, ABA). A recent report provided a link between metabolism and the mechanisms of auxin and ethylene regulated abscission [118]. The report demonstrated that auxin regulates sucrose transport during rose petal abscission, antagonistically to ethylene induced abscission.

The ROS pathway functions during leaf abscission of *Capsicum*, floral organ abscission of Arabidopsis, flower abscission of Lupine, and fruit abscission of longan (*Dimocarpus longan*) [119–122]. In the context of the longan fruit, carbohydrate stress induced fruit abscission is mediated by ROS [122]. In our study, we provide evidence that the ROS pathway functions in the AZ during oil palm ripe fruit abscission, and as a possible link between changes in the carbohydrate metabolism during fruit senescence and the abscission process in the AZ. Interestingly, a senescence-like program displaying many genes similar to those detected in oil palm fruit AZ, was observed in Arabidopsis leaves after application 5-chloro-3-methyl-4-nitro-1H-pyrazole, CMNP, a compound known to be a fruit abscission stimulation agent in citrus [123].

### Transcript profiles of a non-shedding oil palm individual substantiate key genes and metabolic processes that function during oil palm fruit abscission.

To validate the functions of candidates identified during ethylene treatment and natural abscission, we examined gene expression in the AZ of a palm that does not abscise its fruit. The AZ in this individual appears to develop normally and the non-abscission character does not appear to be due to a mutation in a gene such as in the tomato *JOINTLESS* or Arabidopsis *BLADE-ON-PETIOLE1/2* [72, 124]. Our transcript profiling results support the hypothesis that the cause of the non-shedding character in this genotype is a change in the regulation of the gene network involved in the abscission process. Furthermore, the results identify processes regulated by the abscission regulatory network during oil palm fruit abscission, given the decreased expression observed in the non-shedding palm AZ. Notably, the abundance of all the pectin related transcripts, which are characterized in having coordinated expression profiles during abscission as discussed above, are all very low in the AZ in the non-shedding palm, corroborating their important function for the abscission process. In addition to pectin related transcripts, many of the other transcripts we identified are either related to metabolism, or defence. One DEG was similar to thaumatin-like proteins, which are pathogenesis-related (PR) proteins with antifungal activity involved in systematically acquired resistance and stress response in plants [125, 126]. Transcripts for thaumatin-like proteins were also found highly expression in the AZ of bean and in the AZ of peach after induction by ethylene [127, 128]. Thaumatin-like proteins may be part of a defensive response by the plant against possible pathogen attack when the separated AZ tissue is exposed to the environment. However, it is unclear whether these proteins may also play an active role in the abscission process. While thaumatin transcripts increase in the mature fruit AZ during both ethylene and natural induced abscission and is low in the non-shedding AZ, an increase is observed in the mesocarp (Supplementary Table 6), so our evidence does not suggest a specific role for abscission, and may carry out defence functions in the AZ and adjacent tissues during and after cell separation that leads to fruit abscission.

## Conclusions

The major objectives of the current study were to identify AZ specific expression related to the timing of oil palm ripe fruit abscission, in order to screen for genes that function in the AZ, and compare to candidates identified from dicot organ abscission models. Through multiscale analyses, we identified a core set of gene candidates with highly coordinated expression in the AZ, some of which have opposite expression in the non-shedding palm fruit AZ. This is consistent with important functional roles for these genes in the AZ that lead to oil palm ripe fruit abscission. Of particular interest, we found a number of previously identified genes mainly from Arabidopsis, including *PGAZ1*, *PGAZ2*, *LAC7*, *MAN7*, *HSL1*, *CBSX1*, *BEL1*, with known functions related to the AZ or DZ during Arabidopsis floral organ abscission and pod dehiscence, respectively. This provides strong evidence for a widespread phylogenetic conservation between monocot and eudicot lineages in the separation zones of both fleshy and dry fruits. The identification of these genes with known abscission and dehiscence functions from model species validates this core set of genes identified with expression closely related spatially and temporally to abscission. In addition, our data points to significant metabolic changes that occur in the AZ during abscission, including key genes and transcriptional regulators related to senescence, nutrient recycling and reallocation, alternative energy supply routes and adaptive responses to oxidative stress. These results open up new perspectives in our understanding of fruit abscission in relation to metabolic changes that take place in the AZ leading up to and during abscission. In addition, the results provide potential gene markers for the selection of elite *E. guineensis* palms with less or delayed fruit abscission.

## Methods

### Plant material

For the ethylene-induced abscission transcriptome analysis, oil palm (*Elaeis guineensis*) fruit bunches at 30 and 150 Days After Pollination (DAP) from a *tenera* clone (clone C) produced in Thailand were collected at the Golden Oil Palm Company Limited, Krabi province as previously reported [20]. For the *E. guineensis* natural abscission and gene candidate validation experiments, AZ samples at 30, 120 and 160 DAP (unripe and no abscission observed in field) and 160 DAP (ripe fruit bunches observed to shed fruit in the field) were collected. For the non-shedding individual and qPCR validation, AZ was sampled from two clones of backcrosses (interspecific hybrid × *E. guineensis*), which show contrasting fruit abscission phenotypes [25]. The first clone underwent normal fruit abscission, while the second clone retained fruit indefinitely (ripe non-shedding, RNS).

### AZ sampling and preparation

For RNA extractions, the fruit bunches were collected and the base of fruits containing the AZ were sampled as follows: the spikelets were removed from the bunches, rinsed in water, then individual fruit containing the base of the fruit containing the AZ were removed with scalpel, then the base of the fruit containing the AZ were dissected (approximately 50 AZ pieces were collected per sample), weighed at approximately 3 g then froze immediately in liquid nitrogen. Backcross material were cleaned and processed with the same procedure total AZ weights were approximately 3–6 g.

### Histology and microscopy analysis

For histology analysis, the base of the fruits containing the AZ were collected and processed as previously described and stained with the following dyes; Toluidine Blue, Ruthidium Red and DAPI for comparison [25]. Samples were then mounted on slides with Mowiol and observed with a bright-field microscope (Leica DM6000) using different objectives (X10, X20, etc. …). To visualize the AZ, tissue sections were also observed and photographs were taken with a Retiga 2000R camera (Qimaging).

### 454 Sequencing data analysis and data mining

AZ (30 DAP and 150 DAP) and pedicel (30 DAP) samples selected for 454 pyrosequencing were obtained by treating spikelets of fruit at 30 DAP and 150 DAP with ethylene at 0 h, 3 h, 6 h and 9 h as previously described [20]. Total RNA from AZ and pedicel tissue samples described above was extracted as previously [129]. The titanium kit (Roche) was used and cDNAs derived from the different tissues and different ethylene treatment time points were tagged independently and then mixed together in one sample for 454 pyrosequencing carried out by the National Center for Genetic Engineering and Biotechnology (BIOTEC), Thailand. The 454 pyrosequence analysis, de novo assembly performed following the methods described previously using an automated pipeline previously described and with support of the SouthGreen Bioinformatics Platform (http://southgreen.cirad.fr/), and the high performance cluster of the Unité Mixte de Recherche Amélioration Génétique et Adaptation des Plantes [130, 131]. After assembled contigs were annotated and cleaned we applied a statistical approach to analyze the transcriptome (Supplementary Fig. 2). The statistical approach was performed as previously with some modifications [131]. Statistical differences in read abundances between the AZ150 DAP (ripe fruit) untreated ethylene field samples (0 h) and each ethylene treatment time point (0 h compared with 3 h, 6 h and 9 h) were identified by Audic and Claverie statistics [132]. A contig was considered differentially expressed during the ethylene treatment time course when it exhibited a highly significant difference in read abundance at *P* = 0.01 when compared to the untreated 0 h sample. The *P* values obtained by the Audic and Claverie test were then adjusted using the Bonferroni correction to control false discovery rate (FDR). The HCA was performed to group the DEGs according to their transcription profile with the tool developed previously ([133];http://rana.lbl.gov/eisen/). DEGs were then statistically compared using Audic and Claverie statistics to the P150 DAP and AZ30 DAP samples to identify ripe fruit (AZ150 DAP) specific or enriched gene expression. Candidates were retained when there was a statistical difference between their expression in the AZ150 DAP samples compared with the P150 DAP and AZ30 DAP for at least one time point (0 h, 3 h, 6 h or 9 h; Supplementary Table 2).

### Illumina data analysis

Sequencing of the three samples (AZ30, AZ120 and AZ160) collected in Thailand was complete by the company GATC Biotech (www.gatc-biotech.com). Low quality reads were removed using Cutadapt. Trimmed reads were mapped using the BWA-MEM package with default parameters [134]. Samtools was used to count mapped reads and the number of reads per kilobase and million reads (RPKM) were then calculated [135]. The oil palm predicted transcripts used for mapping was downloaded from the NCBI website (http://www.ncbi.nlm.nih.gov/, GCF_000442705.1_EG5_rna.fna; January 2015). Annotation of the DEGs with similar profiles during both ethylene and natural abscission was conducted using Mapman (https://mapman.gabipd.org/app/mercator [136];) and expert curation based on recent literature devoted to homologous genes characterized in model plants.

### Primer design and qPCR data analysis

Primer pairs for the statistically significant contig gene candidates were designed using Primer3 and Primer3plus. The designed primers were tested with Amplify application (http://engels.genetics.wisc.edu/amplify) to check primer pair specificity and primer dimer formation. Primers used for this study are listed on (Supplementary Table 4). Primer pairs were tested to estimate the efficiency values based on a standard curve generated from a serial dilution of pooled cDNA (5, 25, 125, 625 and 3125-fold dilutions). Only primers with efficiency values that ranged between 1.8 and 2.0 were retained for qPCR analysis. qPCR was conducted as previous described [25].

## Supplementary Information

**Additional file 1: Supplementary Fig. 1.** Clusters AZ Overview of the four main clusters and multiple sub-clusters found by HCA analysis. Sub-clusters are labelled above the bars, while total number of contigs and percentage of each cluster are indicated at the left end of bars.

**Additional file 2: Supplementary Fig. 2.** (454 seq data Overview of sequencing results from the ethylene treatments)

**Additional file 3: Supplementary Table 1.** (1957 Ethylene AZ150 DEGs annotated and expression summary)

**Additional file 4: Supplementary Table 2.** (502 Tissue comparison DEGs annotated and expression summary)

**Additional file 5; Supplementary Table 3.** (168 NA vs ET DEGs annotated and expression summary)

**Additional file 6: Supplementary Table 4.** (qPCR primers used in studies)

**Additional file 7: Supplementary Table 5.** (23 gene candidates overview of validation and expression)

**Additional file 8: Supplementary Table 6.** (RPKM global for entire transcriptome during Natural Abscission)

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE166314 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166314.

# Supplementary material for: Multi-scale comparative transcriptome analysis reveals key genes and metabolic reprogramming processes associated with oil palm fruit abscission
**Source:** BMC Plant Biol. 2021 Feb 11;21:92. doi: 10.1186/s12870-021-02874-1
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary Fig. 2. (454 seq data Overview of sequencing results from the ethylene treatments)

A

Samples	Number of reads	Avg. length (bp)	Total bp (Mbp)	Subtotals (reads)	Total contigs	Unique contigs
AZ-0h-30DAP	46,048	413	19	657,819	36,583	4,669
AZ-3h-30DAP	164,920	398.2	65			
AZ-6h-30DAP	120,367	422	50			
AZ-9h-30DAP	326,484	425	138.6			
AZ-0h-150DAP	164,027	437	71.6	553,805	33,740	2,856
AZ-3h-150DAP	86,217	371.7	32			
AZ-6h-150DAP	121,711	431.5	52			
AZ-9h-150DAP	181,850	399	72			
P-0h-150DAP	339,657	427	145	1,099,385	40,897	6,930
P-3h-150DAP	278,933	407.8	113			
P-6h-150DAP	416,935	450	187.8			
P-9h-150DAP	63,860	395	25			
**Totals/Averages**	2,311,009	415	971			

B

**454 Sequencing data**	**Numbers**
Reads Assembled	1,563,975
Reads not assembled (singletons)	747,034
Percentage singletons	32%
**Total non-redundant contigs**	51,804

How the deposited data were processed for this re-analysis (not part of the article)

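Ethylene-induced abscission was measured in 12 Roche 454 libraries, 1 for each of AZ150, P150 and AZ30 at 0, 3, 6 and 9 h of 10 μl/l ethylene, and natural abscission in 3 Illumina libraries of field AZ tissue at 30, 120 and 160 DAP. Tissue, age and time were taken from the sample labels and the article before any value was examined. No condition has a replicate library.

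The authors assembled the 454 reads of the 12 libraries into 51804 contigs and deposited raw counts, the number of reads of each library in each contig. These sum to 1563975 reads, from 26560 in the smallest to 302391 in the largest library. A further 17 columns with read totals or other values that accompany the counts were not used. For the field libraries, the authors trimmed reads with Cutadapt, mapped them with BWA-MEM, counted them with SAMtools and deposited RPKM values for 44360 transcripts (39453 mRNA and 4907 noncoding). The versions of these tools are not given in the sources used here. The RPKM columns are titled as read counts but hold decimals.

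Everything else was computed from these values with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3 (edgeR 4.0.16, DESeq2 1.42.0). Counts were scaled to reads per 100000 reads in contigs, with exact 95% binomial intervals, and ratios with exact conditional intervals. Of all contigs, 18174 hold at least 10 reads over the 12 libraries and 64.92% hold fewer. The standardized counts printed in Supplementary Table 2 are reads per 200000, since 500 of 502 AZ150 values and 499 of 502 P150 and AZ30 values fall within 0.1% of that scale.

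Each treated library was compared with the 0 h library of its tissue by the two-sided Audic and Claverie test, which doubles the smaller tail and counts the observed value in the lower one, and called at p under 0.01 without adjustment. At the times called, AZ150 was compared with P150 and AZ30 at p under 0.05 each, in 1 direction. No level for this step was found in the article, and 0.05 is the one that the p columns of Supplementary Table 2 fit. Differences over the time course were tested with edgeR's quasi-likelihood test after TMM scaling, on 10762 contigs with at least 3 reads in at least 4 libraries, with tissue and time as additive terms (6 residual degrees of freedom, common biological coefficient of variation 0.421). Ethylene effects and their differences between tissues were tested in 6 groups of tissue by treated or untreated (6 residual degrees of freedom, coefficient 0.494), where the lone 0 h library of a tissue is assumed to vary like the treated ones. Adjusted p values are Benjamini-Hochberg values, called under 0.05. DESeq2's Wald test was run with the same designs.

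The methods were tested on simulated counts drawn from the means and totals of the real libraries with 200 changed contigs. The Audic and Claverie test recovered 49, 145 and 162 of them at 2-fold, 4-fold and 8-fold with 61, 60 and 71 false calls, and, with a spread of 0.494 between libraries, 72, 125 and 152 with 996, 970 and 997 false calls. For this test the changed contigs were drawn from the better covered ones, at the depths of AZ150 at 0 h and 9 h, the deepest of that tissue. The rates do not hold for weakly covered contigs or for the 3 h library. The edgeR tissue test recovered 29 at 4-fold and 143 at 16-fold, and the edgeR ethylene test 0 and 79.

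Transcripts of a locus were summed for the 23602 transcripts that the reference maps to a locus, and the others were kept single, which gave 39447 units called genes here. Contigs were joined to them by the RefSeq identifier of Supplementary Table 2. A gene counted as higher or lower where RPKM plus 0.1 differed at least 2-fold and RPKM was at least 1 in either library. Log2 ratios used the same 0.1, and the ratios printed for single genes are of the RPKM as deposited. No test was made on RPKM values.

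Named genes follow a rule set before the data were examined: every gene that the Results, Table 1 or Fig. 5 name, whose values in the supplementary tables had been seen; the 10 called, named contigs with the largest log2 ratio at each time in AZ150; the 10 named contigs with the smallest adjusted p in each edgeR contrast; the 10 genes most higher and most lower at 160 against 120 DAP with RPKM of at least 50; up to 3 members of each gene list; and the 5 largest ratios at 9 h in P150 and AZ30. A few further contigs of ACC oxidases, sucrose synthases and defence proteins were chosen after their values were seen.

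Of the 23 gene lists, 20 had members: pectin, wall loosening, endoglucanases and mannanases, lignin, ethylene biosynthesis, ethylene perception, ethylene response factors, auxin response, jasmonate, pathogenesis-related proteins, glycolysis and fermentation, amino acid catabolism, chlorophyll and senescence, redox, photosynthesis, ribosomal proteins, cell division, mesocarp oil, mesocarp carotenoids and heat shock proteins. They were written as product names before the data were examined. The reference at hand gives no product names, so the same patterns were matched to the descriptions in Supplementary Table 2, and every member is a contig that the study selected on the ethylene libraries. List medians were set beside 10000 random lists of the same size matched on mean RPKM in 20 bins. Many members are also in Supplementary Table 3, which the study chose on the field libraries, so the place of a list among random lists partly restates that choice and is not printed for single lists.

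Alternatives covered the adjustment, the form of the test, scaling, low-count filters, a common depth, left-out libraries, the fold threshold, the RPKM minimum, the constant added to RPKM, and transcripts in place of loci. Splits of the 8 libraries of a pair of tissues into 4 and 4 were fitted with the time as a covariate. Supplementary Tables 1 and 6 were at hand in part only and entered no overlap or list test. Quantitative PCR and the non-shedding palm were not analysed here.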

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

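The test for AZ tissue in the pedicel libraries was chosen after the responses of P150 had been seen, the test for a few abundant genes in the field after the rescaled counts had been seen, the restriction of the splits to 1 library of each time and the comparison of the mesocarp lists with 120 DAP after their values had been seen, and so were the EXLB2, acidic endochitinase and ACC oxidase genes named here. The other tests were set before the data were examined.

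Both tissues that served as comparison for AZ150 had a signal that the paper does not report on: 4050 contigs were called against 0 h in P150 and 2242 in AZ30, and 755 of the 1957 contigs called in AZ150 (38.6%) were called the same way at the same time in P150. At a common depth of all libraries, 145 of the 410 calls of higher contigs in AZ150 over the 3 times were shared with P150. The sharing therefore does not need a difference in depth. Independent lists would share 2.29, and 145 is 63.4 times that. This expectation counts every contig with a read, many with too few reads to be called, so it is too low and the excess over it decides nothing. AZ tissue carried into the pedicel samples is argued against for the 233 contigs called higher in both at 9 h. These gained in P150 a median 0.927 of their gain in AZ150 (95% interval over contigs, not libraries, 0.809 to 1.01). EgPG4, EgPGAZ1 and EgPGAZ2 together had 700 reads in AZ150 and 2 in P150, which allows a carried share of at most 0.0317. A call in P150 favours high shares, so the median says nothing of contigs not called there. A response of both tissues to ethylene or to the hours that passed with it stays open, since no untreated library was taken at 3, 6 or 9 h. The reverse, pedicel tissue within the AZ150 samples, was not tested.

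In the field, 12413 genes lay at least 2-fold lower and 3902 at least 2-fold higher at 160 than at 30 DAP. A few abundant genes, which take up a larger part of the 160 DAP library, are argued against as the whole cause. The RPKM of the genes outside the 10 most abundant at 160 DAP summed at 160 DAP to 0.971 times their sum at 30 DAP, and with the libraries scaled to that sum lower genes still numbered 3.01 times the higher genes. The ratio was 1.76 with the 100 most abundant left out of the sum, 1.51 with 200 and 1.27 with 500, so a share taken up by 500 genes is not excluded. A difference in depth stays open, since among genes with RPKM of at least 50 the ratio was 1.3 (1332 lower, 1023 higher), and with rescaling as well it was 0.695 (968 lower, 1392 higher). With RPKM of at least 5 in either library it was 2.54 (7770 lower, 3055 higher). Against 30 DAP the excess of lower genes may therefore rest largely on genes under RPKM 50, and not only on those under 5. Against 120 DAP the ratio at that RPKM was 1.9 (1034 lower, 545 higher), and 0.706 with rescaling as well. The difference in fruit age that the design names was not tested apart from depth.

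Genes outside those the paper discusses were abundant at 160 DAP: EXLB2 (LOC105048815) stood at 9204 RPKM, an acidic endochitinase (CL1Contig19377) at 9068 and, at a lower level, an ACC oxidase similar to EFE (LOC105039092) at 1718. Pathogenesis-related genes were abundant too, and ripe mesocarp in the AZ sample was tested as a source with the mesocarp oil list. Its 8 genes, all present in the AZ, had a median log2 ratio of 160 to 30 DAP of 0.24 (SD 1.735, highest RPKM at 160 DAP 109), against 9.42 for the pathogenesis-related list. Of the 8, 3 were at least 2-fold higher (highest 3.34) and 2 lower. Against 120 DAP 0 of the 8 were at least 2-fold higher and 5 lower (median -1.3), while 7 of the 8 pathogenesis-related genes were higher (median 4.27). A rise of the oil genes as a set, foreseen if mesocarp were the source, was not found. The list cannot decide the question, since 7 of its 8 contigs were selected as higher in AZ150 than in the other tissues. One of its genes, LOC105048694, is also in the amino acid catabolism list. The carotenoid list, with 2 genes, had medians of 1.98 against 30 DAP (1 higher) and -0.198 against 120 DAP (0 higher). Both lists hold only genes of Supplementary Table 2, and no mesocarp library is at hand. The paper states that thaumatin transcripts are also higher in the mesocarp, so mesocarp tissue in the sample is not excluded. A defence or senescence response of the AZ at shedding and exposure of the field fruit to microbes both stay open as hypotheses and were not tested.

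Among contigs called at all 3 times in AZ150, 1 was higher there and lower in AZ30, annotated as hexokinase 2, and 2 were lower there and higher in AZ30 (CL1Contig18417 and CL1Contig22781). They were picked out because the tissues moved in opposite directions, and the difference at each time was not tested. A comparison of treated and untreated libraries as a whole cannot decide whether the responses of AZ150 and AZ30 differ. The untreated group of each tissue is 1 library, and even within AZ150 the edgeR ethylene test recovered 0 of 200 simulated contigs changed 4-fold.

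For the differences between tissues over the time course, the libraries are paired by time, and 8 splits of the 8 libraries of a pair of tissues keep 1 library of each time in each group, too few for a share under 0.05. The real split called 130 contigs for AZ150 and P150 and the highest of the others 26, and for AZ150 and AZ30 403 and 39, so that in both cases 1 of the 8, the real one, gave as many. The 24 other splits that could be fitted put both libraries of a time in one group for some times, and gave at most 82 and 112. The 3 splits that keep the libraries of every time together could not be fitted.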

How the results depend on the processing

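The setting that takes 3, 6 or 9 h whether or not a contig was called there (585 contigs apart from both tissues) was added after the data were seen, and all other settings were set before. Of 116 settings of the results of comparisons, 72 stayed within 1.5 times the main count or within its interval and 44 moved beyond. The balance of higher and lower contigs turned in AZ30 under TMM (1276 higher, 518 lower) and at a common depth (305 and 223), in P150 with Benjamini-Hochberg (1169 and 1221), in AZ150 with the observed count in both tails (805 and 900), and in edgeR against AZ30 with library totals (283 and 306) and with at least 1 read in 4 libraries (152 and 161). The cause was not tested for any of these moves unless the setting itself gives it. AZ150 contigs called against 0 h (1957) numbered 295 with Bonferroni, 927 with Benjamini-Hochberg, 438 at a common depth, and 983 and 329 with edgeR's exact test at an assumed coefficient of variation of 0.2 and 0.4. They stayed between 1306 and 1963 in 6 other settings, and with totals of all reads the higher ones became 1275 of 1963. P150 (4050) gave 2448 with Benjamini-Hochberg and 414 at a common depth, and AZ30 (2242) gave 975, 1196 with Fisher's exact test and 532 at a common depth. Contigs apart from both tissues (479) numbered 277 at p under 0.01, 91 with Bonferroni and 103 at a common depth. In edgeR, a filter of at least 1 read in 4 libraries gave 40 against P150 (main 72), 313 against AZ30 (main 478), 23 for ethylene in AZ150 (main 0) and 1 for its difference from AZ30 (main 0), and at least 10 reads gave 32 and 234. DESeq2's Wald test called 10 for ethylene in AZ150, where edgeR called 0 (702 at an unadjusted p under 0.05). Leaving out each time in turn gave 33 to 67 against P150 (38 without 3 h, 33 without 9 h), 225 to 385 against AZ30 (227 without 3 h, 225 without 6 h), 0 to 26 for ethylene in AZ150 (26 without 3 h, 22 without 6 h), 0 to 2 for its difference from AZ30 (1 without 3 h, 2 without 6 h) and 0 for its difference from P150. The ethylene contrasts without the 0 h libraries, and the difference from AZ30 without the AZ30 0 h library, could not be fitted. In the field, higher and lower genes at 160 against 30 DAP (3902 and 12413) numbered 2208 and 7085 at 4-fold, and 7770 were lower with RPKM of at least 5. At 160 against 120 DAP (2210 and 7210) they numbered 866 and 2283 at 4-fold, 3537 and 11174 at 1.5-fold, and 3707 and 4314 after rescaling, and 4363 were lower with RPKM of at least 5. The share of Supplementary Table 2 on the side of AZ150 against the other tissues (72.49%) was 54.59% against 120 DAP, 60.48% at 1.5-fold and 50.66% at 2-fold, and that of the list rebuilt here (78.09%) 59.19%, 65.74% and 56.42%. Of 909 settings of single genes, times and lists, 700 stayed the same, 29 moved, 179 lost their call and 1 reversed, the median log2 ratio of the auxin response list (-0.08, or 0.35 when rescaled). In all 4 settings of the lists, 6 of 12 lists with at least 3 genes lay above the 95th percentile of random lists and 0 under the 5th, which partly restates the study's choice of their members on the field libraries. The labels carry no replicate numbers, and the tissue comparisons in edgeR pair the libraries by time, which is a term of the fit. Depth limits the calls: a count of 0 allows 2.92 reads per 100000 in AZ150 at 0 h and 11.3 in AZ30 at 0 h, whose TMM factor of 1.73 is the highest.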

Differences from the paper's values

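The setting that takes 3, 6 or 9 h whether or not called was chosen after the values were seen, as were the sucrose synthase contigs, and the other settings and comparisons were set before.

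The paper gives 168 genes with comparable profiles in ethylene-induced and natural abscission and states no threshold for them. Here, 332 contigs of Supplementary Table 2 lay on the same side of 30 DAP at 160 DAP as AZ150 lay of the other tissues. Set against 120 DAP the number was 250 and at a 2-fold difference from 30 DAP 232, which are within 1.5 times the paper's value, while at 1.5-fold it was 277, with the single accession of the table 320, after rescaling 346 and with 1 added to RPKM 332, which are not.

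Of 65 genes of the text with an RPKM at 160 DAP in Supplementary Table 3, 52 lay within 1.5 times of the value here and 13 beyond. The paper's value and the value here were 11.6 and 5.96 for EgGSL1, 1061 and 201 for EgPGAZ1, 174.5 and 697 for EgPGAZ2, 217.5 and 115 for EgGDH1, 387 and 69.5 for EgGH3.5, 103.2 and 56.5 for EgE1A2, 161.5 and 81.8 for EgMIPS2, 125.5 and 74.9 for EgBETA-UP, 48.7 and 25.5 for EgCINV1, 18.1 and 9.34 for EgHSL1, 161.4 and 74.1 for EgEIN4, 330.2 and 170 for EgGSH1, and 0.0999 and 0.0432 for EgNRT1. After rescaling by the median ratio, EgE1A2 (68.8) and EgBETA-UP (91.3) came within 1.5 times of the paper's values, and the other 11 genes did not. With the single accession of the table none of the 10 genes that have one came within it, and EgGSL1, EgPGAZ1 and EgPGAZ2 were not run that way. The paper's value for each of EgPGAZ1 and EgPGAZ2 lies nearer to the value of the other gene here than to its own.

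The paper counts 502 contigs as different from both other tissues and states no level for that step. The rule used here gave 479, of which 400 are among the 502. With the direction of the ethylene response required it gave 453, at any of 0, 3, 6 and 9 h 661, and, in the setting chosen after the values were seen, 585, which keeps 495 of the paper's 502 and drops 7. The Methods name a Bonferroni correction, under which 295 contigs were called in AZ150 where the paper counts 1957, the number called here without it. With totals of all reads per library the number was 1963.

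The text places the peak of cluster B before that of cluster C, whereas in Supplementary Table 2 85 of the 92 contigs of cluster B were highest at 6 h and 146 of the 173 of cluster C at 3 h. The Results describe EgPFK3 among up-regulated genes of glycolysis. It fell here from 64.3 reads per 100000 at 0 h to 14.2 at 6 h in AZ150, and was higher at 160 than at 30 DAP in the field. The table places EgBEL1 and EgLOX5 by their level against the other tissues, while against 0 h EgBEL1 was called lower at 3 h and EgLOX5 higher at 3, 6 and 9 h.

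The Discussion contrasts ATP-dependent enzymes, which it finds induced, with sucrose synthases. Here the sucrose synthase contigs CL1Contig5093 and CL1Contig6960 rose in AZ150 and lay above both other tissues, while the most abundant one, CL1Contig13612, was called higher at 3 and 9 h and lower at 6 h. The genes are described as having a profile specific to the AZ of ripe fruit. The paper kept contigs that differed from both other tissues at any of 0, 3, 6 and 9 h. With those times, whether or not a contig was called there, 661 contigs stood apart here, 497 of them in Supplementary Table 2. The rule used here is stricter, so the counts that follow do not test the paper's rule. Of the 168, 112 stood higher and 31 lower than both other tissues at a time at which they were called, and 25 did not stand apart at such a time. Among the latter are EgPFK2, EgPDC4, EgMAN7, EgCAT2.1, EgHSL1, EgERF18, EgBEL1 and the EgRAP2.4 contig CL1Contig5354. EgRAP2.4 is treated as a single regulator, and its 2 contigs went opposite ways. The ethylene response factor called EgERF18 in the tables appears under another name where the qRT-PCR results are described. The metabolism class of Supplementary Table 3 holds 48 genes here, 1 fewer than the paper counts. Of the 159 genes of that table with a field value, LOC105046976 alone went from 153 to 136 RPKM against its higher level in AZ150, and after rescaling it lay on the same side.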

Other observations

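Several contigs and genes of ACC oxidases and defence proteins named here were chosen after their values were seen. The gene lists and edgeR contrasts were set before.

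Defence and wall genes that the paper does not discuss had the smallest p values in the response averaged over the 3 tissues, which does not test that every tissue shares it. Over 9 h against 0 h, edgeR called 547 contigs (353 higher, 194 lower) with the tissues taken together, with the smallest p values in a basic chitinase (CL1Contig10109, log2 7.40, adjusted p = 3.33e-20, edgeR), a beta-1,3-endoglucanase (CL1Contig11305, from 3 reads over the tissues at 0 h to 682 at 9 h, adjusted p = 3.14e-19, edgeR), the expansin-like EXLB2 (CL1Contig8178, 7.85, adjusted p = 3.14e-19, edgeR) and a pathogenesis-related protein (CL1Contig10913, from 2 reads to 1059, adjusted p = 3.8e-19, edgeR). EgASN1 (6.25, adjusted p = 2.06e-15, edgeR) and EgBXL2 (from no read to 169, adjusted p = 1.12e-13, edgeR) were called at 9 h as well. At 6 h the smallest p values were those of BAM1, a beta-amylase (5.20, adjusted p = 2.18e-11, edgeR), an asparagine synthetase similar to ASN3 (CL1Contig1452, from 2 reads to 470, adjusted p = 2.29e-11, edgeR), which had only 0.468 reads per 100000 in AZ30 over the 4 times, and a beta-galactosidase similar to BGAL4 (5.19, adjusted p = 9.14e-11, edgeR), among 233 contigs (181 higher). At 3 h there were 186 (133 higher), among them the gibberellin 2-oxidase GA2OX2 (4.13, adjusted p = 1.19e-07, edgeR). Of 163 tested genes of Supplementary Table 3, 73 were called in the averaged 9 h effect, 69 of them higher, which partly restates their selection, since the study chose them on AZ150 libraries that enter this effect. The ethylene effect in P150 and in AZ30 alone gave 0 called contigs in edgeR (680 and 629 at an unadjusted p under 0.05).

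Several defence genes were among the abundant ones of the AZ at 160 DAP, as were transcripts with no name in the supplementary tables. The osmotin 34 gene (LOC105037280) went from 7.11 RPKM at 30 DAP to 378 at 120 DAP and 12264.2 at 160 DAP, a pathogenesis-related protein (LOC105060073) from 2.85 to 41.1 and 5655, a thaumatin family protein (LOC105053634) from 1.15 to 38.4 and 1335, PR4 (LOC105042178) from 9.50 to 655 and 4236, and a jacalin lectin (CL1Contig10844) from 13.2 to 222 and 3275. Over the time course that lectin had 127.5 reads per 100000 in AZ150 and 0.131 in P150 (adjusted p = 2.89e-23, edgeR). Among ACC oxidase genes, LOC105039092 had 389, 2110 and 1718 RPKM at 30, 120 and 160 DAP, LOC105035107 26.8, 1154 and 536, and EgACO5 1.03, 39.5 and 671. Rescaling by the median ratio moves 160 against 120 DAP up by 0.438 on the log2 scale, which would put LOC105039092 higher at 160 than at 120 DAP. Lower at 160 than at 120 DAP were 2 metallothionein 3 transcripts (3491 to 128 and 6713 to 537.5), EgTAT7 (660 to 36), EgFP6 (235 to 14.1), an acyl-ACP desaturase (1629 to 105) and EgTCTP2 (1652 to 203).

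Among lists with 3 or more genes, the field median log2 ratio of 160 to 30 DAP was 9.42 for pathogenesis-related proteins (8 of 8 at least 2-fold higher), 5.42 for lignin (2 higher and 1 lower), 0.37 for ethylene response factors, -0.08 for auxin response, 0.98 for cell division (1 of 3 higher), 0.21 for heat shock proteins (2 higher, 3 lower and 3 within 2-fold) and -1.34 for ribosomal proteins (3 of 5 lower). Of the 9 pathogenesis-related contigs, only 5 were placed higher in AZ150 than in the other tissues, and the rest were placed lower. The 2 higher heat shock genes were the plastid chaperone EgJ8 and the Clp protease subunit EgERD1. The mesocarp oil list had 3 genes higher, 2 lower and 3 within 2-fold, and against 120 DAP 5 of its 8 genes were lower and 0 higher (median -1.30). Rescaling moves log2 ratios up by 0.435, or less for genes with low values. Lists of 1 or 2 genes gave 6.77 for ethylene biosynthesis (2 of 2 higher), 0.97 for ethylene perception (1 higher, 1 lower), 1.37 for jasmonate synthesis (1 higher, 1 lower), 2.61 for wall loosening (1 of 2 higher), 7.40 for endoglucanases and mannanases (EgMAN7), 2.70 for chlorophyll breakdown and senescence (1 of 2 higher), 1.45 for photosynthesis (1 of 2 higher) and 1.98 for mesocarp carotenoids (1 of 2 higher). The lists for autophagy, vascular tissue and the cytoskeleton had no member. The members come from contigs the study selected on the ethylene libraries, and many are in Supplementary Table 3, chosen on the field libraries as well (5 of the 8 pathogenesis-related, 2 of the 3 lignin and 4 of the 8 heat shock genes), so these medians describe that selection.

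The 334 contigs of Supplementary Table 2 outside Supplementary Table 3 had a field value for 299, of which 174 lay on the same side of 30 DAP at 160 DAP as AZ150 lay of the other tissues, 83 of them at least 2-fold, and 61 lay at least 2-fold on the other side. Their median log2 ratio toward that side was 0.24, against 3.36 for the 159 genes of Supplementary Table 3 with a value. Within these libraries AZ150 at 0 h correlated more closely with P150 at 0 h (Spearman 0.529 at a common depth) than with any treated AZ150 library (0.367 at most), and at 3 h the values were 0.499 and 0.477. At 6 and 9 h AZ150 correlated more closely with another AZ150 library (0.506 each) than with P150 (0.47 and 0.459).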
